# Elongin A associates with actively transcribed genes and modulates enhancer RNA levels with limited impact on transcription elongation rate *in vivo*

**DOI:** 10.1074/jbc.RA120.015877

**Published:** 2020-12-24

**Authors:** M. Behfar Ardehali, Manashree Damle, Carlos Perea-Resa, Michael D. Blower, Robert E. Kingston

**Keywords:** Elongin A, RNA polymerase II (Pol II), transcription, transcription elongation, enhancer, RNA polymerase I (Pol I), nucleolus, phase separation, disordered protein, CTD, C-terminal domain, DFC, dense fibrillar component, EloA, Elongin A, eRNA, enhancer RNA, FC, fibrillar center, FDR, false discovery rate, GREAT, Genomic Regions Enrichment of Annotations Tool, IDR, intrinsically disordered regions, LLPS, liquid–liquid phase separation, mEGFP, monomeric enhanced GFP, NDR, nucleosome depleted region, Paf1C, polymerase-associated factor 1 complex, PONDR, predictor of natural disordered regions, TSS, transcription start site

## Abstract

Elongin A (EloA) is an essential transcription factor that stimulates the rate of RNA polymerase II (Pol II) transcription elongation *in vitro*. However, its role as a transcription factor *in vivo* has remained underexplored. Here we show that in mouse embryonic stem cells, EloA localizes to both thousands of Pol II transcribed genes with preference for transcription start site and promoter regions and a large number of active enhancers across the genome. EloA deletion results in accumulation of transcripts from a subset of enhancers and their adjacent genes. Notably, EloA does not substantially enhance the elongation rate of Pol II *in vivo*. We also show that EloA localizes to the nucleoli and associates with RNA polymerase I transcribed ribosomal RNA gene, *Rn45s*. EloA is a highly disordered protein, which we demonstrate forms phase-separated condensates *in vitro*, and truncation mutations in the intrinsically disordered regions (IDR) of EloA interfere with its targeting and localization to the nucleoli. We conclude that EloA broadly associates with transcribed regions, tunes RNA Pol II transcription levels *via* impacts on enhancer RNA synthesis, and interacts with the rRNA producing/processing machinery in the nucleolus. Our work opens new avenues for further investigation of the role of this functionally multifaceted transcription factor in enhancer and ribosomal RNA biology.

Transcription by RNA polymerase II (Pol II) is a multistep process, facilitated by a large number of auxiliary factors that modulate the activity of Pol II (1, 2). In addition to recruitment, pausing of Pol II molecules 20–60 bp downstream of transcription start site (TSS) introduces another regulatory layer, which controls release of Pol II into productive transcription elongation (3, 4, 5), and recent findings point to the generality of this mechanism in regulation of transcription in various metazoan organisms (6). Upon release of Pol II into productive elongation, prebound or recruited transcription elongation factors facilitate passage of Pol II through gene bodies by increasing the elongation rate and/or processivity of Pol II (7, 8, 9). The rate of Pol II elongation has been shown to play a critical role in efficient splicing and development of the organism (10, 11). The elongation rate of Pol II has been shown to vary for different genes with measurements ranging from 1 to 4 kb/min (12).

One of these transcription elongation factors, Elongin A (EloA), was discovered as a biochemical activity that enhances Pol II elongation rate by decreasing the frequency of Pol II arrest and transient pausing in run-off transcription assays (13, 14, 15). EloA forms a heterotrimeric complex with Elongin B and Elongin C, which enhance the complex stability and specific activity of EloA, respectively (15). Internal deletion analysis of EloA identified the C-terminal region of the factor (residues ∼400–773 of rat EloA) as necessary and sufficient for *in vitro* elongation activity (16). *In vivo*, EloA has been shown to play a critical role in optimal gene induction in response to environmental stress and developmental stimuli (17, 18, 19, 20). Moreover, in addition to its role as a transcription elongation factor, EloA is also the substrate-recognition subunit of Cullin-RING E3 ubiquitin ligase complexes, with the largest subunit of Pol II, RPB1 being its main client. Assembly of this complex is triggered upon genotoxic stress and DNA damage, which targets stalled Pol II for degradation (21).

While the role of EloA in transcription elongation by RNA polymerase II has been examined in great detail *in vitro* (14, 15, 16), there are limited reports on the role of Elongin A in transcription *in vivo*. Recently we showed that Elongin A is methylated by PRC2 at K754, a highly conserved residue within a region predicted to form coiled-coil protein interaction domain (16, 22). Here we characterize the *in vivo* function of EloA and show that it localizes to thousands of transcriptionally active protein coding genes in mESC with a strong presence at the TSS/Pol II pause site and downstream of the polyadenylation signal. Surprisingly, evaluation of the Pol II elongation rate upon reactivation of productive elongation revealed that EloA has minimal effects on transcription elongation by Pol II *in vivo*. We also observed that EloA is present at many transcriptionally active enhancers and superenhancers and that its loss results in accumulation of enhancer RNA (eRNA) at a subset of these, as well as elevated levels of nascent RNA at adjacent genes. Furthermore, we show that EloA is associated with RNA polymerase I transcribed ribosomal RNA gene, *Rn45s*, and is present in the nucleoli. EloA is a highly disordered protein, and we demonstrate that purified EloA forms phase-separated condensates *in vitro* and that truncations within the highly disordered region interfere with targeting and localization of EloA to the nucleoli. Our work here uncovers new aspects of EloA function by showing its widespread association with genic and intergenic transcribed regions, its impact on eRNA synthesis, and its presence on rRNA genes and in the nucleolus.

## Results

### Elongin A shows widespread association with actively transcribed genes

The association of EloA with Pol II transcribed genes has been tested at a small number of housekeeping and stress response genes in cells expressing tagged EloA (20). To gain a comprehensive understanding of the EloA genome-wide distribution and its role in transcription by Pol II, we carried out ChIP-seq, as well as Cleavage Under Targets and Release Using Nuclease (CUT&RUN) (23, 24) on endogenous EloA in wild-type and *EloA*^*−/−*^ mESCs. We characterized EloA protein levels in wild-type and *EloA* null mES cells by fractionation and by immunoblotting. We found that, as expected, EloA is predominantly a nuclear protein (Fig. 1*A*). While ChIP-seq and Cut&Run-seq peak calling algorithms both identified many of the robustly expressed genes as being bound by EloA, Cut&Run-seq offered a superior signal/noise ratio for the remainder of genes, allowing for a more comprehensive profiling of EloA binding sites (Fig. S1, *A–B*).

**Figure 1:**
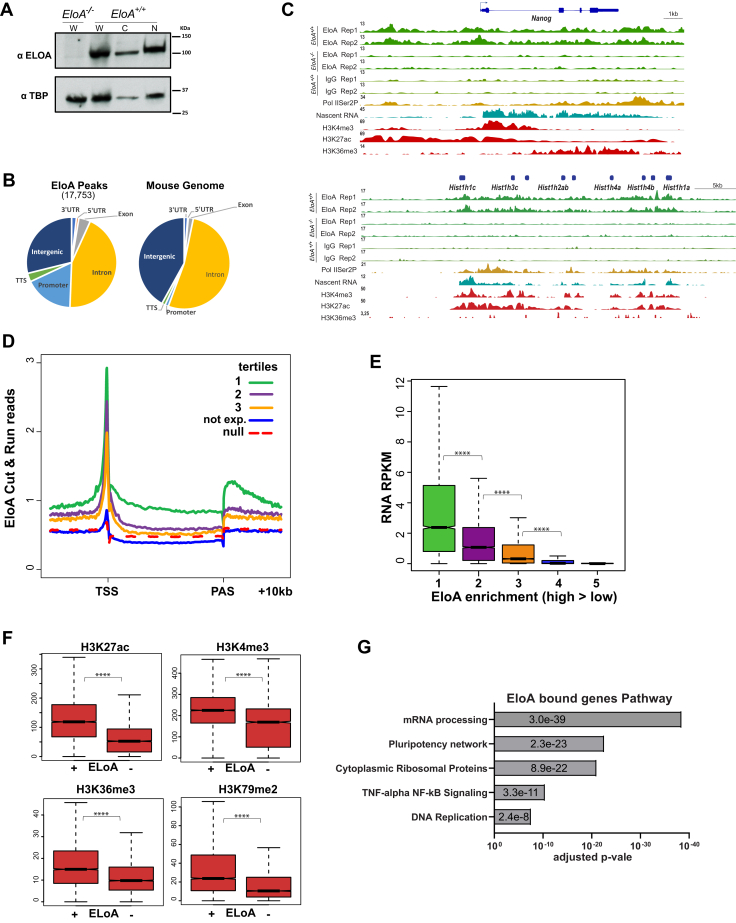
**Elongin A is present at a large number of actively transcribed genes.***A*, immunoblot of whole cell (W), cytoplasmic (C), and nuclear (N) extract of wild-type and *EloA* null mESC, showing nuclear localization of EloA, TBP immunoblot serves as loading and nuclear localization control. *B*, pie chart depicting distribution pattern of 17,753 EloA C&R-seq peaks (FC > 1.5 over null) over known genomic features and its strong association with 5ʹ ends/promoter region of genes. Pie chart on right illustrates distribution of sequences and genomic features across the mouse genome. *C*, EloA Cut&Run-seq genome browser profiles of representative genes, *Nanog* and a histone gene cluster, depicting strong association of EloA with the promoter and post PAS of *Nanog* and widespread association across the transcribed histone gene cluster. *D*, metagene plot of EloA Cut&Run-seq grouped into tertiles based on enrichment level, showing strong TSS and post polyadenylation signal (PAS) enrichment for EloA. *E*, box plot showing positive correlation between EloA enrichment (*x*-axis) and transcription levels (*y*-axis, nascent RNA levels). *F*, box plots showing strong positive correlation between EloA Cut&Run-seq peaks and histone modifications associated with active transcription. *G*, molecular pathways showing strongest enrichment as determined by wikipathways. *p*-values for (*E–F*) derived from Wilcoxon test, ∗∗∗∗*p* < 0.0001.

CUT&RUN-seq of EloA identified 17,753 peaks (SEACR, FC > 1.5 over null) throughout the genome, more than 70% of which localized to different regions of annotated genes, with a notable bias toward the promoter region (Fig. 1*B*). We established that the EloA CUT&RUN-seq signal is specific by comparing it with that of EloA and IgG CUT&RUN-seq signals in null and wild-type cells, respectively (Fig. 1*C*). EloA was present at the majority of expressed genes (n = 6198, RPKM > 0.5), while 4464 expressed genes were not bound by EloA. Association of EloA at many highly expressed genes exhibited a bimodal distribution pattern, with one strong peak around the TSS/Pol II pausing site and another peak at the 3ʹ-end, downstream of cleavage/polyadenylation signal site (Fig. 1, *C*–*D*). 

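Nascent RNA was profiled by Bru-seq, in which cells take up 5-bromouridine (BrU) during a short pulse and the RNA made in that time is immunopurified and sequenced. For steady-state levels, WT and EloA null mESCs were given 2 mM BrU for 10 min, with 2 libraries per genotype. The authors aligned the paired-end reads to mm10, kept uniquely aligned reads, counted those in RefSeq genes and normalized them to RPKM with edgeR. The table lists 24984 genes, of which 24447 were matched to RefSeq genes of GRCm38, the assembly behind mm10, by their symbol and 407 by an older symbol. The paper's text does not name the use of strand in this counting, so reads of overlapping genes may be shared. For most expressed genes the RPKM values stood for whole numbers of reads, from which the library sizes were worked out. They were 23896847 and 27923484 reads for the WT libraries and 23138348 and 27954236 reads for the libraries labelled EloA null. The first of the latter carries a genotype label of wild type and a title of EloA null, and was grouped by its title. Of 10617 expressed genes with introns, 98.7% gave whole reads when gene length was taken as the introns plus 1 exon base on each side, against 0.113% for the full span of the gene. Of 1312 genes with 1 exon, 91.2% gave whole reads over their span. Between the 2 WT libraries the reads per gene differed by more than sampling noise, with a chi-square of 7.39 per degree of freedom.

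A gene was counted as expressed at the paper's limit of RPKM > 0.5. The mean of the 2 WT libraries passed this limit for 10796 genes, and 10447 of them passed it in both libraries. The single WT libraries held 10883 and 10670 such genes. The median RPKM of the 10796 genes was 1.91 and their median length 19664 bases. They comprised 9439 protein-coding genes and 701 genes of miRNAs or snoRNAs, and 522 of them had a mean under 10 reads per WT library. The comparison of genotypes covered the 11347 genes that passed the limit in either genotype, of which 11308 had a known length. Fold changes are ratios of mean RPKM. Tests used limma with an intensity trend on log2(RPKM + 0.1), a scale that understates the change of genes with low RPKM, with Benjamini-Hochberg adjustment. For single values, the exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333.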

We grouped EloA-bound genes into three classes based on enrichment levels (Fig. 1*D*) and found a strong positive correlation with transcription activity of target genes, as determined by profiling nascent transcription by Bru-seq (Fig. 1*E*). These observations are consistent with an independent report in human DLD1 cells (Wang *et al*., submitted). Expressed genes enriched for EloA also had higher levels of histone modification marks associated with active genes in both the promoter regions (H3K27ac, H3K4me3) and gene bodies (H3K36me3, H3K79me2) (Fig. 1*F*). Molecular pathway analysis of EloA positive genes found that mRNA processing, translation, and pluripotency gene classes were enriched; all categories showing high expression in stem cells (Fig. 1*G*). We also examined nascent transcription by Bru-seq in wild-type and null EloA mESCs and found a small effect on gene expression with 679 upregulated and 198 genes downregulated in null cells (FC > 1.5) (Fig. S1*C*). 

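Eloa, the targeted gene, lies on chromosome 4 of GRCm38 from 136003370 to 136021649. Its RPKM was 1.17 ± 0.0149 (SD, n = 2) in WT and 1.92 ± 0.0503 (SD, n = 2) in the libraries labelled EloA null, from 386 to 723 reads per library. The log2 fold change was 0.67 (standard error 0.08, limma adjusted p = 0.0999). Nascent RNA of the targeted gene was thus higher in the libraries labelled EloA null, so directions are given by label.

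Mean RPKM was more than 1.5 times higher in the libraries labelled EloA null for 818 genes and more than 1.5 times higher in WT for 238 genes. With 0.1 added to each mean RPKM, they were 679 and 198, the numbers of the paper. Without any limit on RPKM, the alternative that moved these counts most, they were 3843 and 1854. Of the 818 genes, 708 (86.6%) had higher RPKM in both libraries labelled EloA null than in either WT library, and 170 of the 238 (71.4%) were lower in both. The limit itself favours genes without overlap, so these shares are set by it in part. Among all tested genes, 6053 (53.3%) had no overlap between genotypes, where chance gives 33.3%. To gauge the spread between replicates, the same limit was applied between mixed pairs, each holding 1 WT library and 1 library labelled EloA null. It was passed by 508 genes when libraries with the same number were joined and by 399 genes when the numbers were crossed. Of these, 66.7% and 49.1% had no overlap between the mixed pairs, against 83.1% of the genes past the limit between the genotypes. A mean under 20 reads lay behind 259 of the 818 higher and 151 of the 238 lower genes. With at least 20 reads, a filter chosen after the data were seen, 531 genes were higher and 78 lower, against 86 and 29 genes between the mixed pairs.

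With limma, 0 of the 11347 genes reached an adjusted p of 0.05. The smallest adjusted p from limma was 0.0636, and 2083 genes had an unadjusted p under 0.05. When all 12 Bru-seq libraries shared 1 estimate of the spread, 132 genes passed, 94 higher and 38 lower. By the rule set for naming genes, the 10 most changed of the 878 genes past 1.5-fold without overlap were Mir7682, Mir141, Mir193a, Mir6402 and Mir1258 among the higher and Snord64, Mir155, Mir6989, Mir3074-2 and Mir1961 among the lower. These genes are 46 to 112 bases long and had 0 to 8 reads per library, so no fold is given for them.

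The largest changes among genes with a mean of at least 100 reads were looked up after the values were seen. BC064078, on chromosome 6 from 128992961 to 129006647, had an RPKM of 0.161 ± 0.0134 (SD, n = 2) in WT and 1.31 ± 0.0118 (SD, n = 2) in the libraries labelled EloA null. Its log2 fold change was 2.43 (standard error 0.14, limma adjusted p = 0.0636), from 52 to 464 reads. Aim2, on chromosome 1 from 173349547 to 173466040, fell from 1.11 to 0.306 in RPKM. Its log2 fold change was -1.57 (standard error 0.12, limma adjusted p = 0.0814), and it shares part of its span with Cadm3, so its reads are uncertain.

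The higher genes were not spread evenly over the genome. Of the 813 with a known position, 171 (21.0%) lie on chromosome 14, which holds 3.68% of the tested genes, and 0 of the 237 lower genes with a position do.

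**Figure D1:**
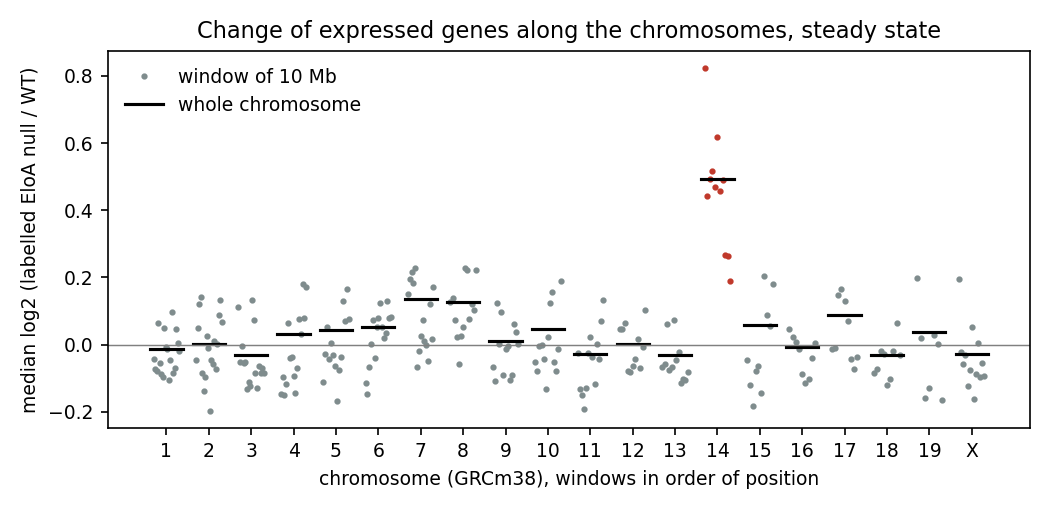
Median log2 ratio of RPKM, libraries labelled EloA null over WT, for expressed genes in steady state. Points are windows of 10 Mb in order along each chromosome (x axis), bars are whole chromosomes, and chromosome 14 has a median of 0.49 while the other chromosomes lie between -0.03 and 0.13.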

We conclude that EloA binds to a large number of actively transcribed genes and that loss of EloA has a rather minor effect on gene expression under steady-state conditions, predominantly leading to upregulation of a subset of genes.

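The genes past 1.5-fold made up 9.31% of the genes tested, and 77.5% of them were higher in the libraries labelled EloA null. The median log2 ratio over all tested genes was 0.03. At a limit of 2-fold, 213 genes were higher and 102 lower. The share of higher genes fell to 67.0% (553 higher, 272 lower) when the trend of the libraries with GC content was removed. When genes on chromosome 14 and genes with a mean under 20 reads were left out as well, 189 of the remaining 9838 genes were higher and 76 lower. Under those 3 corrections together, 65 and 21 genes passed the limit between mixed pairs of libraries. These corrections were chosen after the data were seen. Binding of EloA to these genes was not analysed here. From the number of genes past its fold-change limit and their direction, the paper concludes that steady-state expression depends little on EloA and that the affected genes mostly rise when it is lost.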

In mESCs, roughly half of actively transcribed genes have been shown to be regulated by Pol II pausing early in the transcription process (25). We also noted a positive correlation between EloA enrichment and Pol II pausing, where paused genes displayed elevated levels of EloA near the promoter and around the pause site in comparison with nonpaused genes (Fig. S1, *D–E*). We also noted a moderate decrease in the levels of Pol II-Ser2P in *EloA*^*−/−*^ cells (Fig S1*F*).

### Elongin A is enriched at active enhancers and regulates their transcription

Enhancers are mainly distal regulatory elements that harbor binding sites for transcription factors and which, irrespective of orientation, are capable of activating gene expression over large distances (26, 27).We were intrigued by the fact that a quarter of our identified EloA peaks (4573/17,753) were located outside of annotated genes (Fig. 1*B*) and asked whether these intergenic EloA binding sites show any overlap with annotated intergenic enhancers in mESC. Interestingly, out of 4573 intergenic EloA peaks, 40% (1841) overlapped with annotated enhancers, with 361 of these sites localizing to clusters of enhancers, commonly referred to as superenhancers (Fig. 2*A*) (28). We ranked EloA-bound enhancers based on the intensity of EloA enrichment and found a positive correlation between EloA binding and enrichment of Sox2, Nanog, and Oct4, all master transcription factors recruited to enhancers and required for establishment and maintenance of pluripotency in ESCs (Fig. 2*B*). Interrogation of the chromatin landscape at EloA-bound enhancers also revealed positive correlation between EloA levels and intensity of H3K27ac and H3K4me3 at these sites (Fig. 2, *B*–*C*), both modification marks delineating active enhancers (29). Whereas, H3K4me1, an enhancer mark associated with both active and poised enhancers, did not display strong correlation with the intensity of EloA binding (Fig. 2, *B*–*C*).

**Figure 2:**
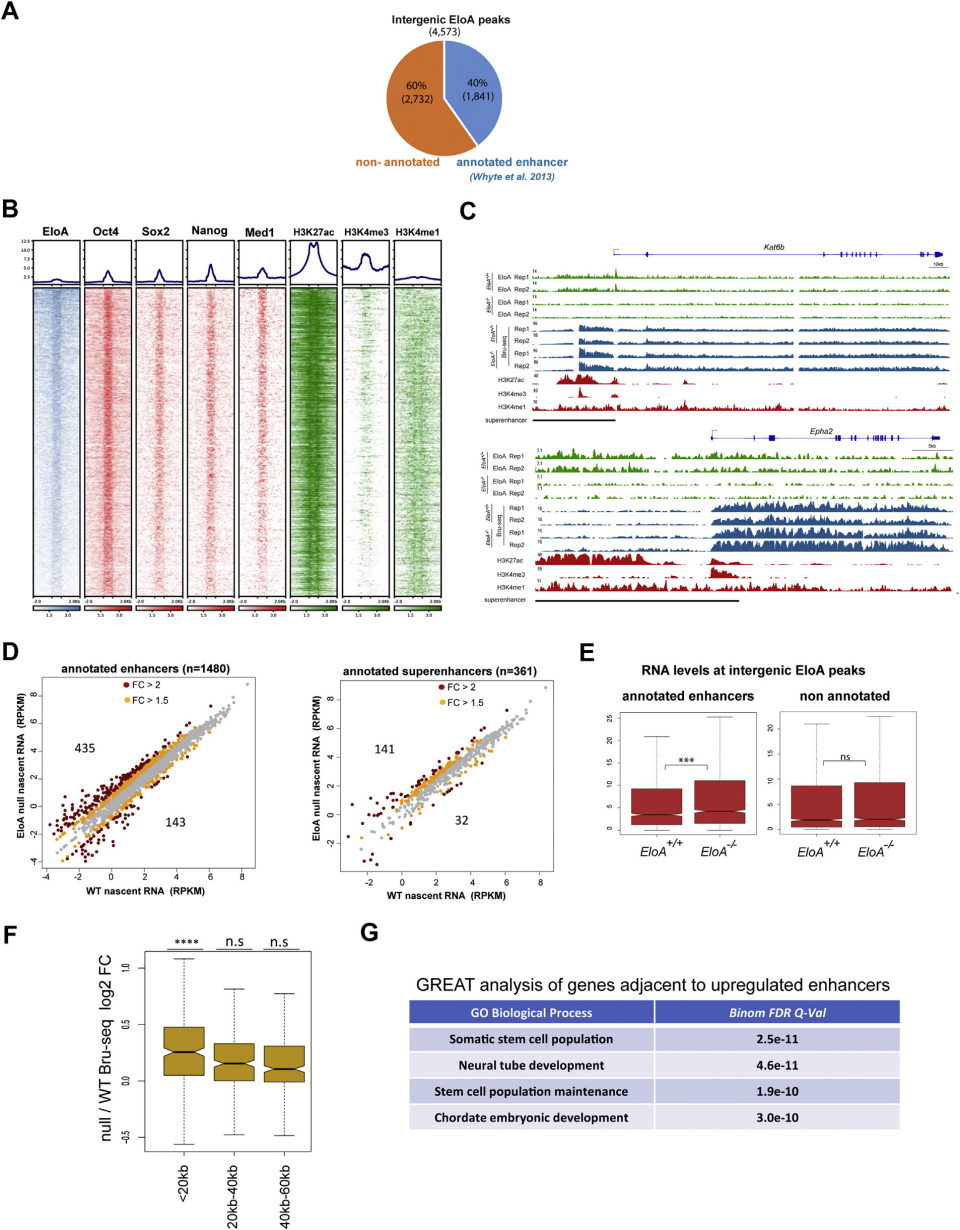
**Elongin A is enriched at transcriptionally active enhancers and superenhancers.***A*, pie chart depicting the degree of overlap between 4573 intergenic EloA peaks and annotated enhancers as described by Whyte *et al*. (28). *B*, heat map of EloA, TFs (Oct4, Sox2, Nanog), mediator subunit, Med1, and histone modifications (H3K27ac, H3K4me3, H3K4me1) occupancy rank-ordered by decreasing EloA enrichment displaying positive correlation between intensity of EloA binding and master TFs, histone H3K27ac and H3K4me3 levels (*n* = 4573). *C*, genome browser screenshots depicting enrichment of EloA and eRNA upregulation at two representative superenhancers upstream of *Kat6b* and *Epha2* genes. *D*, scatter plot showing eRNA nascent RNA levels as detected by Bru-seq in WT and null mESC (left panel: enhancers, right panel: superenhancers). Numbers within the scatterplot denotes number of up or downregulated eRNAs (FC > 1.5). *E*, box plot showing eRNA levels at EloA-bound annotated enhancers and nonannotated sites. *F*, box plot showing the ratio of null over wild-type nascent RNA signal for genes <20 kb, between 20–40 kb and 40–60 kb away from enhancers that are upregulated in *EloA* null cells. *p*-values for (*E–F*) derived from Wilcoxon test, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. *G*, table depicting Genomic Regions Enrichment of Annotations Tool (GREAT) analysis results for identification of gene classes adjacent to enhancers bound by EloA and upregulated in *EloA*^*−/−*^ cells.

Active enhancers are transcribed and generate unstable, short-lived RNAs termed enhancer RNAs (eRNAs) (29, 30, 31). Given that EloA is a Pol II transcription factor and that the intensity of EloA binding at enhancers positively correlated with H3K4me3 levels, a mark of transcriptionally active enhancers, we examined the role of EloA in transcription from these distal regulatory elements and measured nascent transcription at enhancers by Bru-seq (±1 kb EloA peak).

Interestingly, our analysis of nascent RNA transcription at EloA-bound annotated enhancers revealed misregulation in eRNA levels at 40.8% (751/1841) of these sites in *EloA* null cells. Strikingly, the majority of these differentially expressed enhancer elements (76.6%) had elevated levels of eRNA transcription in *EloA*^*−/−*^ mES cells (576/751, FC > 1.5) (Fig. 2*D*). In contrast only 3.6% of EloA-bound genic regions show differential expression after loss of EloA (225/6198) (Fig. S1*G*). The observed upregulation of transcription at EloA-bound intergenic loci was statistically significant for only annotated enhancers and not for other intergenic EloA-bound sites (Fig. 2*E*). We also noted that genes in the immediate vicinity (<20 kb) of these upregulated enhancers had higher levels of nascent transcription in *EloA* null cells (Fig. 2*F*). 

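Kat6b and Epha2 are the genes beside the superenhancers of Fig. 2C, and the enhancers themselves were not analysed here. Kat6b lies on chromosome 14 of GRCm38 from 21499216 to 21672478. Its RPKM in steady state was 21.8 ± 1.04 (SD, n = 2) in WT and 25.3 ± 1.42 (SD, n = 2) in the libraries labelled EloA null. The log2 fold change was 0.21 (standard error 0.11, limma adjusted p = 0.378), below the median of the genes of its chromosome. Epha2 lies on chromosome 4 from 141301221 to 141329384. Its RPKM was 6.94 ± 0.768 (SD, n = 2) in WT and 9.98 ± 1.94 (SD, n = 2) in the libraries labelled EloA null, a log2 fold change of 0.51 (standard error 0.17, limma adjusted p = 0.242). With 1 library left out in turn, the change of Epha2 ranged from 0.31 to 0.71.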

We asked whether these differentially expressed enhancers in *EloA* null cells are adjacent to any specific class of genes and performed Genomic Regions Enrichment of Annotations Tool (GREAT) analysis to address this. Genes adjacent to downregulated enhancers in *EloA*^*−/−*^ did not show a statistically significant correlation with any GO biological process; however, positive correlation was observed between eRNA misaccumulation in *EloA*^*−/−*^ mES cells and genes involved in maintenance of pluripotency as well as neural tube and embryonic development (Fig. 2*G*). In addition to enrichment of EloA at many of these distal intergenic enhancers, the CUT&RUN-seq identified EloA peaks at 469 out of 1912 intragenic enhancers described by Cinghu *et al*. (32) in mESC (Fig. S2, *A–B*). We conclude that EloA is recruited to both intergenic and intragenic enhancers and that its loss results in increased eRNA nascent transcription at several of these sites as determined by Bru-seq. This increased eRNA synthesis correlated with upregulation of adjacent protein coding genes.

### EloA has a negligible effect on transcription elongation by pol II *in vivo*

EloA was initially purified as an activity that stimulates transcription elongation by Pol II *in vitro* (13, 14). However, the extent to which EloA facilitates Pol II elongation *in vivo* has not been explored. To examine the role of EloA in transcription elongation in mESCs, we shut down productive transcription elongation by treating the cells with flavopiridol (FP), a potent P-TEFb inhibitor blocking Pol II C-terminal domain (CTD) Ser2 phosphorylation (33), and measured movement of Pol II within the body of the gene upon removal of the drug. To minimize secondary effects, FP treatment was carried out for only 60 min. 

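Recovery from FP was followed in 8 further Bru-seq libraries, 2 WT and 2 labelled EloA null at each of 2 times. Cells had been in 1 µM FP for 60 min and received 2 mM BrU for 5 min or 10 min once the drug was washed out. The 5-min libraries held 9857527 and 12666277 reads for WT and 11915569 and 17272752 for those labelled EloA null. The 10-min libraries held 18820714 and 22057091 reads for WT and 19965329 and 28547356 for those labelled EloA null. Each time point has its own RPKM table, made as for steady state. How the 3 tables were scaled to one another is not stated in the paper's text, so genotypes were compared within each table. Reads in matched genes made up 96.8% to 97.5% of each library size, so RPKM is a share of a library's reads. A ratio of RPKM between tables is thus not an absolute level of nascent RNA. The RPKM > 0.5 limit left 8985 genes at 5 min and 10241 genes at 10 min.

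RPKM gives a single value per gene and not the read density along it, so the position of the wave was estimated from genes of different length. A wave that has covered a length W of a gene of length L leaves a share W/L of its reads. For each library, the ratio of recovery RPKM to the mean steady-state RPKM of the genotype was taken as a median in 20 bins of gene length. A plateau, a covered length and a background were then fitted to these medians, the plateau taking up the scaling between tables. On ratios simulated from the fitted formula, with a plateau well above the background, the fitted length was within 1.65% of the true length. That tests the fitting and not whether a uniform wave describes the real libraries, so the precision does not carry over to them. The formula is flat below the covered length. In WT at 10 min the ratio rose from 1.17 in genes under 5 kb to 1.80 in genes of 10 to 15 kb. In the libraries labelled EloA null it rose from 1.21 to 1.85, again in genes expressed in both tables. The 5-min libraries also had a far weaker plateau. As another measure, the change of long genes (over 15 kb at 5 min, over 30 kb at 10 min and in steady state) was set against that of genes under 10 kb.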

After washing out FP, cells were incubated in presence of 5-bromouridine (Bru) for either 5 or 10-min, and nascent RNA was immunopurified and sequenced (Fig. 3*A*). We estimated the position where the read density of nascent transcription approaches background levels on the gene body to be 10–12 and 22–24 kb downstream of the TSS for the 5 and 10-min recovery samples, respectively (intersection of the dotted lines with *x*-axis, Fig 3, *B*–*C*). This corresponds to an elongation rate of 2–2.4 kb/min, which is consistent with previously reported Pol II elongation rates for genes in mESC (12).

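In WT the fitted covered length was 5.31 ± 1.32 kb (SD, n = 2) at 5 min and 20.6 ± 0.447 kb (SD, n = 2) at 10 min. The gain over the 5 min between them gives 3.07 kb/min, with 2.94 and 3.19 kb/min when each WT library was taken alone. At 5 min the plateau was weak, at 0.112 and 0.113 of the steady-state RPKM above a background of 0.658 and 0.592. The 5-min fit removed 3.27% and 2.66% of the sum of squares around a flat line, and both lengths stopped at the length of a bin, so they are hardly determined and their SD reflects the spacing of bins. The rate inherits this. At 10 min the plateau was 1.09 and 0.906 above a background of 0.397 and 0.437, and the fit removed between 59.1% and 63.2% over the 4 libraries. Divided by the 10 min of recovery, a measure added after the data were seen, the 10-min length alone gives 2.06 ± 0.0447 kb/min (SD, n = 2). Without the background term, which moved the result most, the 5-min fit was a flat line with an arbitrary length of 227 kb, the 10-min length was 26.9 kb and the rate came out as -39.9 kb/min. At 5 min the ratio rose again with length in genes over 60 kb, so the fits of 5 and 10 min were repeated on genes of 5 to 60 kb after the data were seen. There the covered length was 8.85 ± 0.298 kb (SD, n = 2) at 5 min and 17.9 ± 0.0427 kb (SD, n = 2) at 10 min, a rate of 1.81 kb/min. These 5-min fits removed 91.2% to 94.1% of the sum of squares over the 4 libraries.

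**Figure D2:**
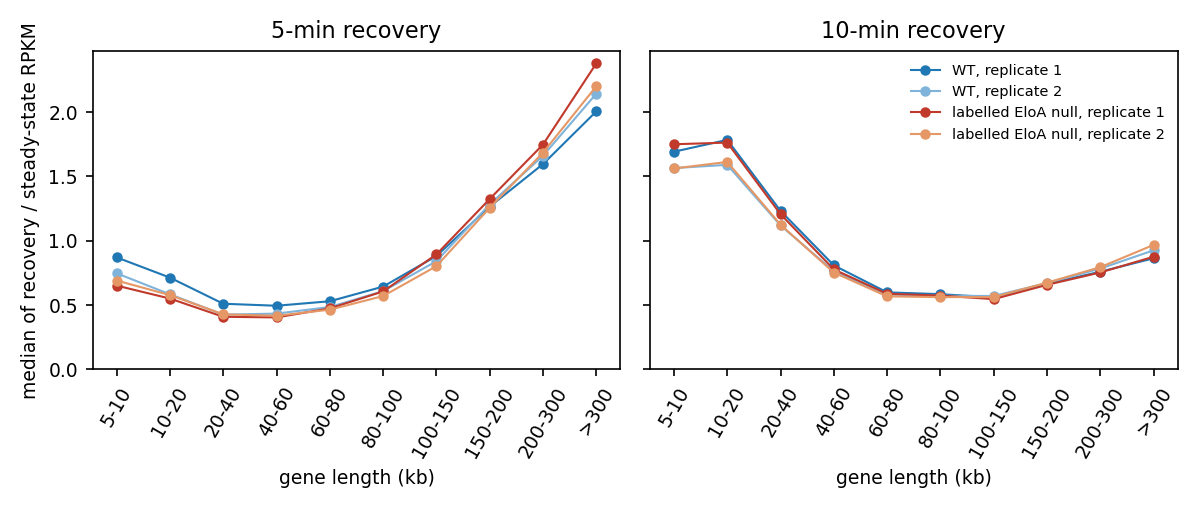
Median ratio of recovery RPKM to steady-state RPKM (y axis) by gene length in kb (x axis), with 1 line per library. At 5 min the ratio in WT falls to 0.495 and 0.433 for genes of 40 to 60 kb and rises to 2.01 and 2.14 for genes over 300 kb.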

**Figure 3:**
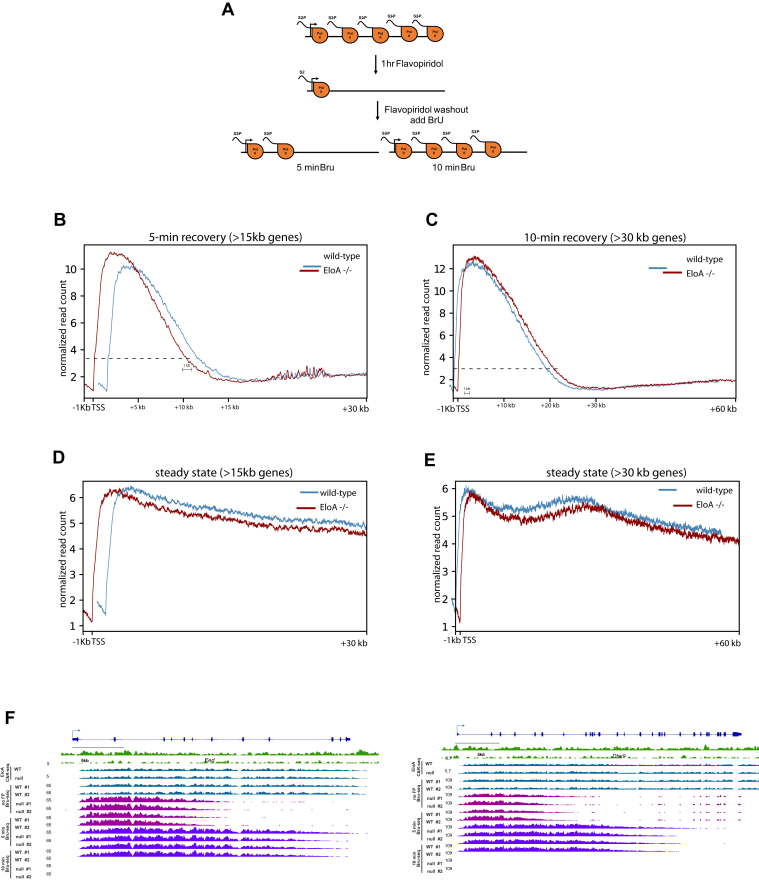
**Examining the role of EloA in transcription elongation by Pol II *in vivo*.***A*, experimental outline for measurement of Pol II elongation rate. *B–C*, line plots showing read density of nascent transcripiton 5-min (*B*) and 10-min (*C*) after release from FP block. Only transcribed EloA-bound genes longer than 15 (5-min) and 30 kb (10-min) were used for measurement of transcription elongation. *Dotted lines* denote the position where nascent RNA signal of Pol II “wave front” approaches background levels for the purpose of estimating the elongation rate (lines are average of two independent experiments). *D–E*, line plots showing nascent transcripiton density (Pol II levels) during steady-state transcription in the absence of FP. Normalized reads: reads per million/bin. *F*, IGV tracks of *Eed* and *Dhx9*, two representative genes showing distribution of nascent transcripts along the gene body 5 and 10-min after release from FP block. The no FP blue tracks depict steady-state levels of nascent RNA.

The density profile of nascent RNA (transcribing Pol II) immediately downstream of the TSS (+1 kb) at EloA-enriched genes was similar or even slightly higher in *EloA* null cells (Figs. 3, *B*–*C* and S2*C*); however, we noted a discernable, yet modest (∼10%) decrease in the density of reads toward the “wave front” of transcription in the 5-min recovery sample. 

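At 5 min of recovery, the fitted covered length in the libraries labelled EloA null was 2.12 ± 2.99 kb (SD, n = 2), because the ratio of the first of these libraries showed no plateau and its length could not be set. The fit of the second removed 0.792% of the sum of squares around a flat line. The covered length of WT exceeded it by 3.19 kb (SD 2.31, two-sided exact permutation p = 0.333), and by 1.08 kb without that library, but with lengths so weakly determined this lead says little. In genes of 5 to 60 kb, where the fit was close but which were chosen after the data were seen, the difference was -0.313 kb (SD 0.250, two-sided exact permutation p = 0.667). It was 0.282 kb (SD 0.473) in genes with RPKM over 2 and -0.576 kb (SD 0.961) with the ratio of summed RPKM, where the fits removed 8.44% to 30.1% and 5.37% to 23.6% of the sum of squares. In genes of 5 to 10 kb that were expressed in both tables, RPKM at 5 min was 1.02 ± 0.0837 (SD, n = 2) of the steady-state RPKM in WT. It was 0.910 ± 0.0669 (SD, n = 2) in the libraries labelled EloA null. For all genes of 5 to 10 kb expressed in steady state in the same genotype, a set also chosen afterwards, it was 0.871 and 0.747 in the WT libraries and 0.651 and 0.691 in those labelled EloA null. In genes of 30 to 60 kb expressed in both tables it was 0.534 ± 0.0425 and 0.489 ± 0.0162 (SD, n = 2 each). Long genes changed against short genes by -0.09 on the log2 scale (SD 0.0728, two-sided exact permutation p = 0.333) in the libraries labelled EloA null. This change reversed to 0.12 when each genotype was divided by its own steady-state mean. It was -0.02 without the second library labelled EloA null. By the limit of 1.5-fold, 485 genes were higher and 604 lower in the libraries labelled EloA null, while 832 and 562 genes passed it between the mixed pairs. Without the first WT library 738 were higher, and without the second 1113 were lower and the total was 1685 genes. With limma, 0 of the 8985 genes had an adjusted p under 0.05 and 846 had an unadjusted p under 0.05. The call depended on the settings. The fit of all 12 libraries gave 532 genes (256 higher, 276 lower). The replicate number as a block gave 128 (65 higher, 63 lower), and robust variance estimates gave 29.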

At 5 min the pioneering wave of Pol II appeared to be lagging by about 1 kb past the 10 kb mark in *EloA*^*−/−*^ cells (Fig. 3*B*). A decrease in nascent RNA signal in null cells was also observed in the 10-min recovery samples (Fig. 3*C*); however, this decrease did not appear more prominent near the leading edge of Pol II transcription (∼+20 kb) but was more notable between the 5 and 10 kb mark. This latter phenotype is not consistent with a substantive role for EloA in modulation of Pol II elongation rate; a more striking difference toward the “wave front” of transcription would be expected. 

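At 10 min of recovery, the covered length in the libraries labelled EloA null was 20.4 ± 0.336 kb (SD, n = 2). WT was ahead by 0.258 kb (SD 0.395, two-sided exact permutation p = 0.667). In the 9 other settings of the fit WT was ahead by 0.0194 to 3.42 kb, in 6 of them by more than the SD between replicates. All of these refit the same 4 libraries, so they are not independent support. The exact permutation p was never below 0.333, the smallest possible. The 3.42 kb came with the mean of all 4 steady-state libraries as denominator, which leaves the steady-state difference of the genotypes in the ratio. The next largest lead was 1.14 kb, in genes of 5 to 60 kb. In the first fit the difference was -0.0578 kb without the first WT library. In genes of 5 to 10 kb expressed in both tables, RPKM was 1.69 ± 0.0945 (SD, n = 2) of the steady-state RPKM in WT. It was 1.80 ± 0.136 (SD, n = 2) in the libraries labelled EloA null. These are ratios of shares of a library's reads and not absolute levels. With genes chosen by steady-state expression alone, as at 5 min, the ratios were 1.69 and 1.56 in the WT libraries. They were 1.75 and 1.56 in those labelled EloA null, so the gap lay within the spread between replicates. The paper's 10-min profile runs along EloA-bound genes longer than 30 kb. Whole genes of 5 to 10 kb are outside that set, so these ratios do not test its decrease between 5 and 10 kb. For genes of 10 to 15 kb expressed in both tables the ratios were 1.80 ± 0.136 and 1.85 ± 0.104 (SD, n = 2 each). For genes of 60 to 100 kb they were 0.652 ± 0.0095 and 0.633 ± 0.0060 (SD, n = 2 each). Long genes changed against short genes by -0.31 on the log2 scale (SD 0.0705, two-sided exact permutation p = 0.333). Relative to the steady-state level of each genotype the change was -0.09 (SD 0.0731, two-sided exact permutation p = 0.667). After removal of the trend with GC content, chosen after the data were seen, it was -0.12 (SD 0.0104). Mean RPKM was more than 1.5-fold higher in the libraries labelled EloA null for 964 genes and lower for 308, with 469 and 366 genes past that limit between mixed pairs of libraries. Without the first WT library 1464 were higher, and without the second 493 were lower. With limma, 0 of the 10241 genes had an adjusted p under 0.05 and 2098 had an unadjusted p under 0.05. This call changed with the settings: the fit of all 12 libraries gave 264 genes (188 higher, 76 lower), robust variance estimates 26, centring each library on its median 12, quantile normalization 6 and a pseudocount of 1 gave 5.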

Rather, this suggests that in addition to a potential role in transcription elongation, EloA might also be acting to increase the efficiency of a step upstream of productive elongation such as release form pause, Pol II loading, or initiation. Further, a defect in Pol II processivity would be predicted to cause a drop in the density of transcribing Pol II toward the end of the gene. To examine this issue, we compared the TSS distal to TSS proximal steady-state nascent RNA levels for the same set of genes and did not detect a larger decrease in the density of nascent transcription toward the middle and end of the gene body in null cells (Fig. 3, *D*–*E*). 

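In steady state, genes over 30 kb (4063 genes) were compared with genes under 10 kb (3693 genes). Against the mean of the 4 libraries, the median of the long genes exceeded that of the short genes by 0.07 and 0.12 on the log2 scale in the WT libraries, and lay below it at -0.12 and -0.13 in the libraries labelled EloA null. The change was -0.22 (SD 0.0236, two-sided exact permutation p = 0.333, the smallest possible). Between mixed pairs of libraries it was -0.02 and -0.03. The alternative that moved it most was removal of the trend with GC content, chosen after the data were seen, which left -0.05 (SD 0.0624, two-sided exact permutation p = 1). Short genes have a higher GC content, with a median of 51.5% in genes under 5 kb and 42.9% in genes over 100 kb. Within classes of GC content split at 42%, 46% and 50%, also chosen afterwards, long genes changed against short genes by -0.058, -0.075, -0.085 and -0.097. No SD is given for these values. Across 8791 genes outside chromosome 14 with at least 100 reads, the log2 ratio of the genotypes correlated with GC content (Pearson's r = 0.571). Its correlation with log length was weaker (r = -0.283). Genes are not independent replicates, so no p is given for these correlations. The values cover whole genes, and the density toward the middle and end of gene bodies was not analysed here.

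**Figure D3:**
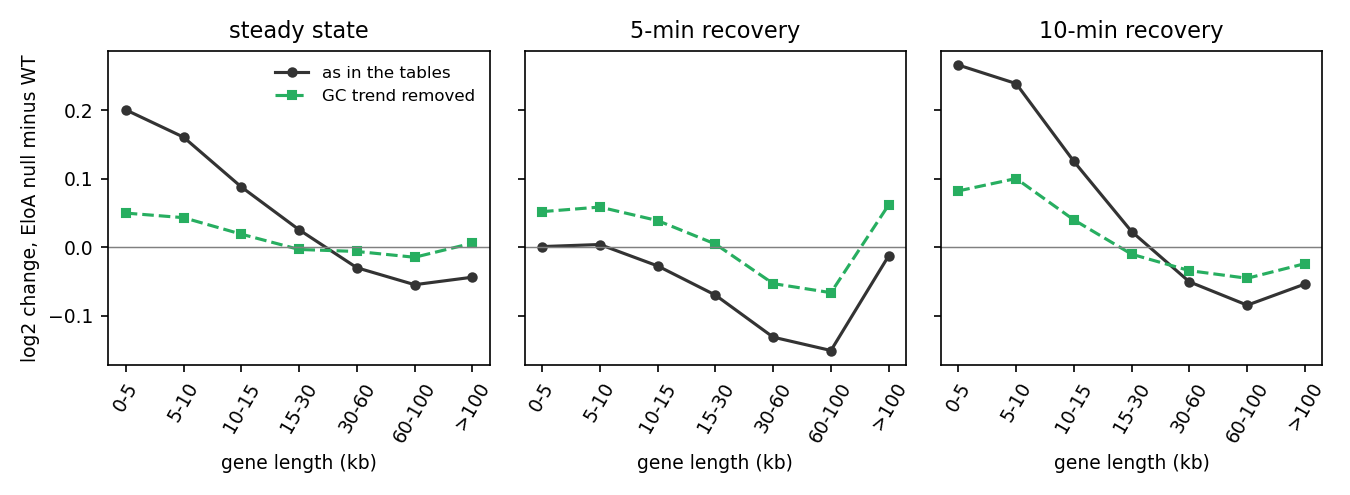
Log2 change in the libraries labelled EloA null (y axis) by gene length in kb (x axis) in the 3 tables, as in the tables (black) and with the GC trend removed (green). In steady state the change runs from 0.20 in genes under 5 kb to -0.04 in genes over 100 kb, and from 0.05 to 0.01 with the GC trend removed.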

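Eed and Dhx9 were examined as single genes in each Bru-seq table. Eed lies on chromosome 7 of GRCm38 from 89954654 to 89980976 and spans 26323 bases. In steady state its log2 fold change was 0.02 (standard error 0.09, limma adjusted p = 0.939), and its sign is not settled at this size. It was -0.04 with median centring, which shifts all genes alike, -0.06 with quantile normalization and -0.0088 without the second WT library. At 5 min its RPKM was 20.4 ± 0.502 (SD, n = 2) in WT and 18.3 ± 1.96 (SD, n = 2) in the libraries labelled EloA null, a log2 fold change of -0.16 (limma adjusted p = 0.849). At 10 min it was 32.7 ± 1.20 and 30.5 ± 0.525 (SD, n = 2 each), a log2 fold change of -0.10 (limma adjusted p = 0.511). Dhx9 lies on chromosome 1 from 153455756 to 153487688 and spans 31933 bases. Its steady-state RPKM was 26.1 ± 0.317 in WT and 23.9 ± 2.40 in the libraries labelled EloA null (SD, n = 2 each), a log2 fold change of -0.13 (limma adjusted p = 0.578). At 5 min its log2 fold change was -0.01 (limma adjusted p = 0.992), and it reached 0.23 without the first library labelled EloA null. At 10 min it was -0.03 (limma adjusted p = 0.820). The 5-min value of Dhx9 lies within its standard error (0.23) of 0, so its sign is not settled either.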

Figure 3*F* depicts movement of Pol II along the body of two representative genes, *Eed* and *Dhx9*, at various time points after transcription reactivation. From these experiments we conclude that the loss of EloA does not cause a significant global change in RNA polymerase processivity. Furthermore, the effect of EloA on Pol II elongation is limited and that the slight decrease in the density of pioneering Pol II wave upon transcripiton reactivation might be mediated at a stage upstream of productive transcription elongation. 

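Between 5 and 10 min, the covered length grew by 3.65 kb/min in the libraries labelled EloA null, with 4.03 and 3.28 kb/min for the single libraries. The higher value belongs to the library without a plateau at 5 min, and both rest on 5-min lengths that the fit hardly determines. The order of the genotypes turned with the settings. The rate in the libraries labelled EloA null was 2.68 kb/min against 2.98 in WT with the ratio of summed RPKM. With the mean of all 4 steady-state libraries as denominator it was 2.40 against 3.41, but the first of these libraries again had no plateau at 5 min, and the second alone gave 2.87. In genes of 5 to 60 kb, chosen after the data were seen, it was 1.52 ± 0.257 kb/min (SD, n = 2) against 1.81 ± 0.0602 kb/min (SD, n = 2) in WT. In genes with RPKM over 2 it kept the order of the first fit, at 2.90 against 2.85. From a lag of the wave that was small and a decrease that was not stronger at its front, together with the steady-state profiles along genes, the paper concludes that losing EloA causes no significant global change in processivity and that EloA has a limited effect on elongation. It proposes that the lower density of the first wave arises at a step before productive elongation.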

Our observation regarding the limited effects of EloA on Pol II elongation rate is consistent with an independent study in human DLD1 cells line (Wang *et al*., submitted).

EloA also shows strong enrichment downstream of polyadenylation signal (PAS) (Fig. 1, *C*–*D*). To examine whether EloA plays role in Pol II termination, we also looked at the levels of nascent RNA up to 10 kb downstream of transcripiton end site and noted no difference in the density of Bru-seq signal (Pol II levels) between WT and *EloA* null cells (Fig. S2*F*).

### Characterization of EloA binding partners

To better understand the biological processes that EloA may be participating in, we sought to identify the protein interaction network of EloA. We carried out coimmunoprecipitation mass spectrometry (Co-IP/MS) analysis on endogenous EloA from MEF-depleted mESC nuclear extract (Fig. 1*A*). As expected, EloA showed the strongest interaction with EloC and EloB, the other subunits of the heterotrimeric Elongin complex (Fig. 4*A*), as well as the putative RNA exonuclease Rexo1 (EloA-BP1), a previously reported major binding partner of EloA (34). Our results also revealed strong binding between Elongin A and PAF1, LEO1, CDC73, and WDR61(SKI8) (Fig. 4, *A*–*B*), all components of the multifunctional polymerase-associated factor 1 complex (Paf1C), which is involved in regulation of various stages of transcription by Pol II (35). We validated these interactions by IP-Immunoblot experiments (Fig. 4*C*). This observation is concordant with recent reports where pull-down of Paf1C identified EloA as a major interacting partner of the complex in murine myoblast and ESC (7, 36). The protein interactome analysis uncovered evidence for physical interaction between EloA and chromatin remodeling factor CHD1, as well as pre-mRNA processing factors, in particular splicing factors (Fig. 4, *A*–*B*). There were also interactions between EloA and nucleolar proteins (Ddx51, Rpl36a), a finding relevant to the studies of nucleoli we describe below. We found multiple components of the Xeroderma pigmentosum group A (XPA)-binding protein 2 (XAB2) complex (XAB2, ISY1, and PPIE), a multifunctional complex involved in splicing and transcription-coupled DNA repair among EloA interacting proteins (37). The IP was performed on nuclear extracts without including the solubilized chromatin fraction, which in part explains lower levels of interaction with Pol II and other transcription factors (Fig. 4*A*, *red dots*).

**Figure 4:**
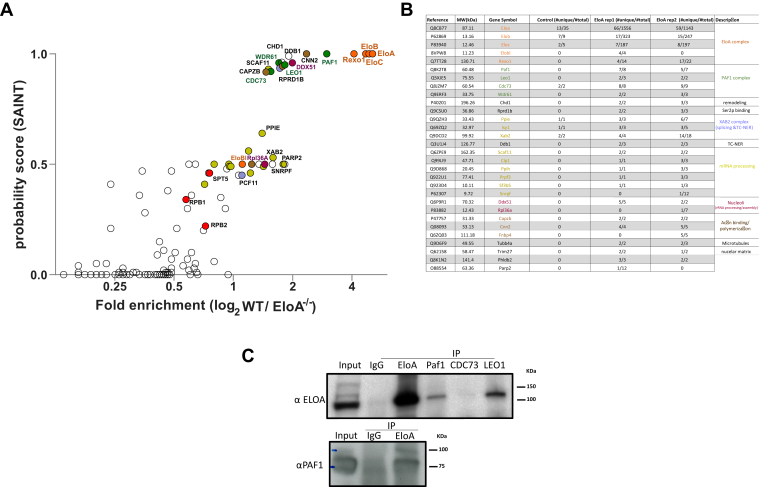
**Characterization of Elongin A proteome interaction network.***A*, affinity purification mass spectrometry (Co-IP/MS) analysis of native Elongin A binding partners from mESC nuclear extract showing major interaction between EloA complex (*orange*) and Paf1complex subunits (*green*) as well as pre-mRNA processing and splicing factors (*olive green*), and cytoskeletal filament interacting proteins (*brown*). *x*-axis denotes log_2_ WT/null EloA enrichment and *y*-axis displays SAINT (significance Analysis of INTeractome) score. *B*, total peptide count from each pull-down for a selected group of factors. Control IP was performed using EloA antibody on MEF depleted EloA null mESC. Leftover MEF cells have likely contributed to EloA peptide count in control sample. *C*, IP immunoblot experiment for validation of interaction between EloA and PAF1 and other Paf1 complex components. List of all identified proteins and their corresponding peptide count, and the raw data are accessible under ProteomeXchange ID: PXD022138.

### EloA is present at sites of RNA polymerase I transcription

The 45S pre-rRNA is transcribed by RNA polymerase I (Pol I) and processed into 18S, 5.8S, and 28S rRNAs. Interestingly, we observed association of EloA with segments that map to *Rn45s*, a 45S coding gene on chromosome 17. The EloA CUT&RUN-seq signal was specific for wild-type mES cells and close to IgG background levels in *EloA* null cells, and we did not detect enrichment of Ser2P Pol II at this rRNA gene site (Fig. 5*A*). We carried out coimmunofluorescence microscopy on 3T3 fibroblast cells and observed colocalization between EloA and NOLC1 (Nopp140) (Fig. 5*B*), a nucleolar factor, present at the fibrillar center (FC) and dense fibrillar component (DFC), which are sites for rRNA transcription and processing, respectively (38, 39). This finding is in agreement with our observation that nucleolar factors Rpl36a and DDX51 were identified as interacting partners of EloA (Fig. 4, *A*–*B*).

**Figure 5:**
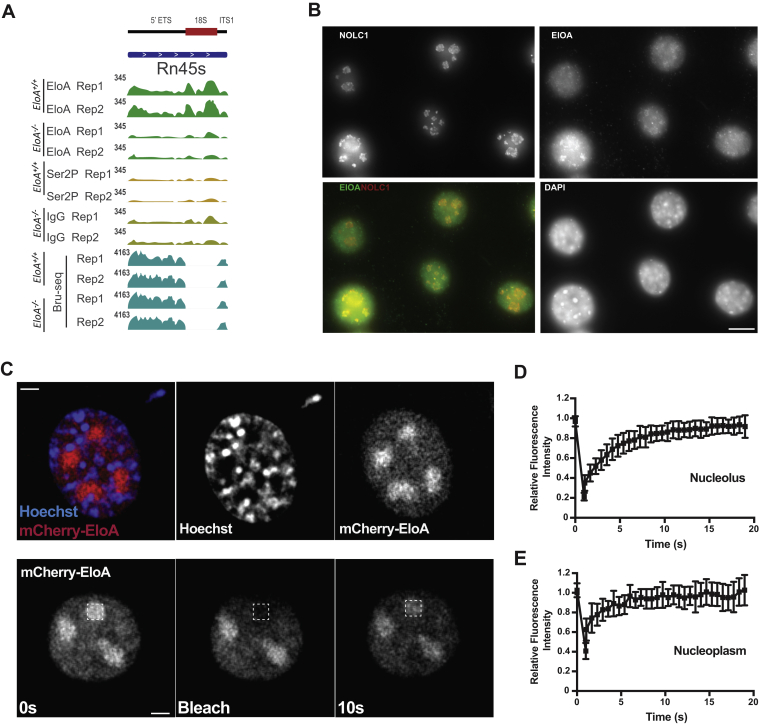
**Elongin A associates with Pol I transcribed ribosomal genes.***A*, IGV genome browser screen shot of Pol I transcribed 45S preribosomal RNA, *Rn45s* located on chromosome 17 showing enrichment of EloA as determined by Cut&Run-seq. Background level of EloA in null mESC serves as a control for specificity of EloA enrichment. *B*, coimmunofluorescence micrograph (*z*-stacks) of formaldehyde fixed 3T3 cells showing colocalization of EloA and nucleolar/Cajal bodies marker protein NOLC1. Scale bar, 11 μm. *C*, FRAP analysis of nucleolar mCherry-EloA demonstrating the dynamic nature of EloA within this organelle. Top panel: Live cell image of mCherry-EloA (*red*) in 3T3 cells and DNA (Hoechst, blue). Bottom panel: Bleached cells imaged for fluorescence recovery. Images of prebleach, bleached, and 10 s post recovery are shown from representative cell. Scale bar: 3 μm. *D* and *E*, relative fluorescence intensity between bleached (*squares*) and nonbleached reference areas plotted over time. Recovery analysis of nucleolar (*D*) and nucleoplasmic (*E*) signal showing distinct recovery profiles. n ≥ 20 from two independent experiments. error bars denote SD.

Nucleolar proteins have been shown to display rapid exchange dynamics between the nucleolus and the nucleoplasm (40), and a subset of tested nucleolar proteins possess liquid-like *in vivo* dynamics related to the known liquid–liquid phase separating properties of nucleoli (41). We characterized the nucleolar dynamics of EloA using a system in which monomeric red fluorescent protein tagged EloA (mCherry-EloA) was expressed from a doxycycline (dox)-inducible construct (Fig. S3*B*). Consistent with the immunofluorescence results on endogenous EloA, mCherry-EloA was present in the nucleolus in addition to the nucleoplasm (Fig. 5*C*, upper panel). We examined the exchange kinetics of mCherry-EloA in 3T3 cells to determine whether it showed exchange characteristics similar to that of other nucleolar proteins. Fluorescence recovery after photobleaching (FRAP) analysis of EloA molecules in the nucleoli showed rapid recovery of photobleached EloA (10–15 s) post photobleaching (Fig. 5, *D*–*E*), demonstrating the dynamic nature of EloA in the nucleolus. Nucleolar EloA recovery was slower compared with the nucleoplasmic mCherry-EloA recovery profile (5 s), which might represent the diffusion dynamics of nucleoplasmic EloA. The slower recovery rate of nucleolar mCherry-EloA might reflect interaction of EloA with binding partners within the nucleolus. We conclude that the nucleolar fraction of EloA possesses dynamics in cell culture that are consistent with those of previously described nucleolar proteins (40, 42).

### Elongin A phase separates and forms condensates *in vitro*

The liquid–liquid phase separation properties (LLPS) of the nucleolus have been proposed to be driven in part by proteins with large intrinsically disordered regions (IDR) that facilitate multivalent interactions and formation of phase separated condensates (41). Many of these proteins also interact with RNA, and this interaction is thought to play role in compartmentalization of this highly dynamic nuclear body (41, 43, 44). Analysis of Elongin A protein sequence using predictor of natural disordered regions (PONDR) revealed that 82% of EloA is predicted to be disordered (Fig. 6*A*). Given the localization of EloA in the nucleolus, we examined the ability of EloA to exhibit properties of phase separation *in vitro* and whether this might be related to nucleolar localization.

**Figure 6:**
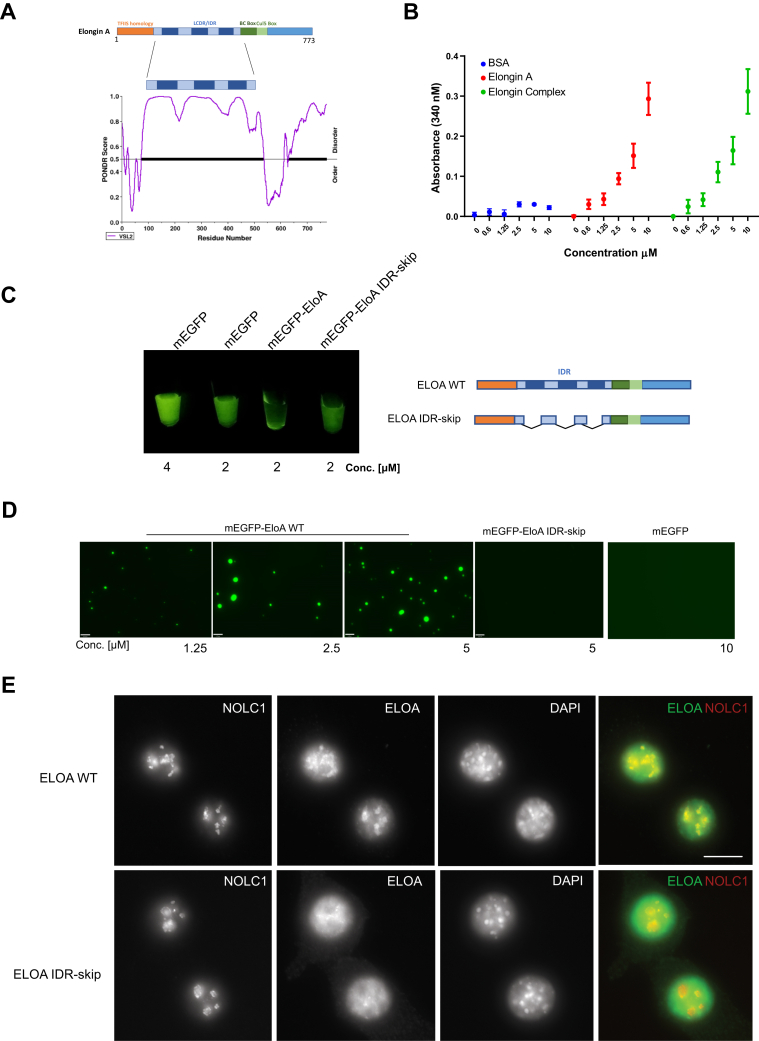
**Elongin A forms phase-separated condensates *in vitro*.***A*, *Top*, schematic representation of Elongin A domains with the highly disordered stretches of amino acids in the low complexity disordered region LCDR (IDR) depicted in *dark blue*. *Bottom*, predictor of natural disordered regions (PONDR) graph showing intrinsic disorder regions of EloA using the VSL2 algorithm. *B*, turbidity assay illustrating formation of turbid solution by purified EloA and EloA complex in a concentration dependent manner at 100 mM KCl buffer concentration, BSA used as negative control. *n* = 3, error: SD. *C*, spin-down assay demonstrating formation/separation of protein condensates by mEGFP-EloA, mEGFP-EloA IDR-skip truncation construct remains predominantly in solution. Right: illustration showing truncation within the IDR for the EloA IDR-skip construct. *D*, representative micrographs showing formation of phase-separated condensates by mEGFP-EloA WT at increasing concentrations in the presence of PEG, while mEGFP-EloA IDR-skip fails to form these droplets under the same conditions. Scale bar: 6 μm. *E*, truncation of EloA IDR interferes with formation of EloA nucleolar condensates *in vivo*. Micrograph of 3T3 fibroblast cells upon 50–100 ng/ml Doxycycline induction of EloAWT (top) and EloA IDR-skip (bottom) constructs. Images represent *z*-stacks from formaldehyde fixed cells immunostained using EloA antibody (*green*), nucleolar marker, NOLC1 (*red*) and DNA (DAPI, *blue*). Scale bar: 11 μm.

To determine whether EloA has any of the properties of phase separating proteins, we purified full-length EloA and demonstrated that EloA forms a turbid solution in a concentration-dependent manner (Fig. 6*B*). We also expressed and purified monomeric enhanced GFP (mEGFP) tagged EloA (mEGFP-EloA WT) (Fig. S3*A*) and found that upon centrifugation, mEGFP-EloA separates from solution and forms condensate pellets (Fig. 6*C*). To examine whether the IDR region of EloA plays a role in phase separation, we purified a truncated EloA construct where three highly disordered stretches of amino acids within the IDR were deleted (mEGFP-EloA IDR-skip). This truncation interfered with pellet formation and the protein predominantly remained in solution (Fig. 6*C*). Furthermore, using fluorescence microscopy, we demonstrated that, in the presence of a volume excluder, mEGFP-EloA forms protein-rich spherical droplets in a concentration-dependent manner (Fig. 6*D*), whereas the IDR truncation mutant failed to form these protein-rich foci and had diffuse distribution even at the higher tested concentration (Fig. 6*D*). We conclude that EloA is able to form phase-separated condensates *in vitro* and that truncations within the highly disordered stretches of EloA IDR appear to interfere with phase separation properties of the protein. We noted the presence of a smaller protein band in our mEGFP-EloA IDR-skip protein preparations that might reflect stability issues of the truncated protein and may have impacted our *in vitro* results (Fig. S3*A*, right panel).

Next, we introduced doxycycline (Dox)-inducible wild-type and IDR-skip mutant constructs in *EloA* null 3T3 fibroblast cells using lentiviral transduction and determined the doxycycline concentration required for expression of the constructs at the endogenous levels (Fig. S3, *C–D*). Similar to endogenous EloA (Fig. 5*B*), Dox-induced wild-type EloA localized to the nucleoli (Fig. 6*E*, upper panel). Interestingly, EloA IDR-skip appeared to be partly excluded from the nucleoli and displayed a more diffuse nuclear distribution pattern (Fig. 6*E*, lower panel). We conclude that the highly disordered stretches of amino acid within EloA IDR play a role in localization of EloA to the nucleolus. This might reflect direct effects of these disordered domains on phase separation, as noted above, and also could be influenced by possible impact of this mutation on interactions with other proteins such as EloB and EloC, although the interacting BC box remains intact in the truncated EloA construct.

## Discussion

The role of EloA in transcription elongation by Pol II on DNA templates *in vitro* has been examined in great detail (14, 15, 16); however, its role in Pol II transcription *in vivo* has remained underexplored. Here we show that EloA is enriched at thousands of transcriptionally active genes in mESC and that it shows a strong association with TSS and sites of Pol II pausing (Fig. 1). This is consistent with recent findings from an accompanying report (Wang *et al*., submitted), as well as previous immunofluorescence (IF) analysis showing greater overlap between EloA and Ser5P form of Pol II, as opposed to Ser2P (20). We also observed that loss of EloA resulted in disruption, mostly upregulation, of a few hundred genes in mESC, which is in part in agreement with previous reports (45) and recent findings in DLD1 cells (Wang *et al*., submitted). While loss of EloA has little effect on steady-state gene expression, it has been shown to play a critical role in transcription induction in response to thermal and genotoxic stress (17, 19, 20), as well as activation of developmental genes in response to developmental cues (18, 46). Beyond its role as a transcription factor that is primarily associated with TSS and sites of Pol II pausing, EloA might also be involved in certain steps of signal transduction upon encountering these external stimuli. Future genome-wide experiments studying the role of EloA in response to external stimuli should shed more light on the function and importance of this factor in these events.

Notably, we observed that EloA is enriched at intragenic and intergenic enhancers, which are regulated by Pol II pausing (29, 32) and that its loss in ES cells results in accumulation of transcripts from many of these annotated enhancers and superenhancers, as well as elevated pol II transcription of adjacent genes (Fig. 2). Recently it was shown that PAF1 negatively regulates enhancer transcription *via* controlling the release of paused Pol II and that its loss leads to upregulation of eRNA transcription (47). Moreover, other studies indicated that the integrator complex plays a role in processing and regulation of eRNA transcription and that its depletion results in accumulation of unprocessed eRNA and increased productive elongation (48, 49). EloA shows strong physical interacts with both of these aforementioned complexes (this work and Wang *et al*., submitted), and we observed that its loss also leads to accumulation of nascent eRNA. Future experiments that examine the extent of interplay between EloA, PAF1, and the integrator complex would further elucidate the mechanism of enhancer RNA transcription and regulation.

We observed an increase in the level of nascent transcription immediately downstream of genic TSS (+0.5 kb), as well as upstream of divergent antisense transcription units in null cells (Fig. S2, *C–D*), but not toward the TES in null cells (Fig. 3, *D*–*E*). One explanation for this could be that EloA negatively regulates Pol II pausing and residence time of paused Pol II and that its loss may lead to rapid turnover of paused Pol II and an increase in nascent transcription immediately downstream of the TSS. We also noted strong enrichment of EloA over the promoter and regulatory regions of actively transcribed genes (Figs. 1*D* and S2*E*), suggesting that EloA might have preference for the upstream nucleosome depleted region (NDR), which harbors regulatory elements. The presence of EloA at these sites might also reflect its role in transcription from upstream divergent (antisense) sites, as loss of EloA also leads to upregulation of transcription from the negative strand at upstream divergent transcripiton sites (Fig. S2*D*). This observation indicates a possible role for EloA in regulation of antisense transcription.

Under our experimental setting, we estimated the global elongation rate of Pol II to be in the range of 2–2.4 kb/min. This is concordant with previously reported Pol II elongation rates in mESC by studying the “receding wave” of Pol II upon transcription shutdown (12). Elongin A was identified as an activity that significantly stimulates transcription elongation by Pol II *in vitro*. However, we observed a rather modest (∼10%) drop in the elongation rate of Pol II in *EloA* null cells upon reactivation of transcription (Fig. 3). Moreover, the decrease in nascent RNA levels in *EloA* null cells in the 10-min sample did not appear accentuated around the “pioneering wave” of transcription and was more prominent upstream. This is not consistent with the phenotype expected for a factor that modulates elongation rate of Pol II (Fig. 3*C*). Therefore, it is possible that EloA also plays role in steps upstream of productive elongation. There could be several explanations for this discrepancy between *in vitro* and *in vivo* effects of EloA on transcription elongation rate. First, *in vitro* transcription assays are performed at limiting NTP concentrations and monovalent salt concentrations that are below physiological levels (50). The latter could drive condensate formation by highly disordered proteins such as EloA and induce macromolecular crowding, which on top of the elongation activity of EloA might further increase rates of transcription by Pol II *in vitro*. Second, our experiments were carried out in *EloA* null cells, which might over time adjust and adapt to loss of EloA. Moreover, redundancy and compensation by other transcription factors in the highly complex chromatin environment within living cells could also account for this modest effect on transcription elongation. Third, it is plausible that the role of EloA in stimulating transcription elongation is not global and only limited to a subset of genes with unique regulatory features (*e.g.*, stress response genes).

Interestingly, we also provide evidence for the potential of EloA to be involved in the production of rRNA. We show that EloA localizes to nucleoli and that it is present at the ribosomal RNA gene, *Rn45s* (Fig. 5). Physical interaction with rRNA processing factors provided additional support for involvement of EloA in rRNA transcription/processing (Fig. 4*B*). Our results also show that EloA is capable of forming phase-separated condensates *in vitro*, a feature shared among tested nucleolar proteins (41, 43). Lastly, we show that deletion of three highly disordered stretches within the IDR of EloA interferes with phase separation of EloA *in vitro* and its localization to the nucleolus (Fig. 6*E*). This is consistent with a study showing truncations within the IDR of EloA interfere with localization of EloA to sites of DNA damage (51). These data are consistent with an expanded range of activities for EloA in the nucleus that go beyond RNA Pol II transcription. In summary, we observe broad association of EloA with genes, and a more limited impact on steady-state transcription, especially transcription elongation, than expected based upon *in vitro* activity of this protein. The behavior we characterize is consistent with a broad-based function that tunes nuclear processes at a large set of genes

## Experimental procedures

### Cell culture

Elongin A null (*EloA*^*−/−*^) and wild-type mES cells were kind gift of Dr Teijiro Aso (Kochi Medical School) (46). Cells were grown as described elsewhere (22). In brief, gelatinized plates (0.2%) were seeded with mouse embryonic fibroblast (MEF) as feeder layer and cells were grown in ES cell media containing DMEM knockOut medium, 15% hyclone FBS, 1× GlutaMAX, 1× NEAA, 1× pen/strep, 2 × 10^3^ Units/ml of mLIF (Millipore), 55 μM 2BME, 1 μM and 3 μM of PD0325901 and CHIR99021, respectively. NIH/3T3 (ATCC CRL-1658) mouse embryonic fibroblast cells were grown in DMEM supplemented with 10% FCS.

### Cut&Run-seq

Cut&Run-seq was carried out as described by the Henikoff lab with the following modifications: Mouse ES cells were cross-linked with 1% formaldehyde in PBS for 10 min and quenched with 0.125 M glycine for 5 min, cells were pelleted and washed once with PBS, spun down, resuspended in freezing media (DMEM, 10% DMSO), placed in a styrofoam container, and frozen O/N (this step was included to minimize cell membrane rupture and DNA breakage). On the day of the experiment, cross-linked cells were thawed and washed once with PBS and twice in cut&run wash buffer (20 mM HEPES pH7.5, 150 mM NaCl, 0.1% Tween20, 0.1% BSA, 1 Roche complete EDTA-free protease inhibitor tablet/50 ml), Tween20 was included in the wash buffer to minimize concanavalin A magnetic bead aggregation in downstream steps. Next, 5 × 10^6^ cells were resuspended in 950 μl of wash buffer. Fifty microliters of BioMag-Plus Concanavalin A beads (Polysciences Inc) was also washed gently twice with binding buffer (20 mM HEPES pH 7.9, 1 mM CaCl_2_, 1 mM MnCl_2_) and resuspended in binding buffer at the initial volume (50 μl). Concanavalin A beads (50 μl) were added to 5 × 10^6^ cells in 950 μl of wash buffer and incubated rotating for 15 min at RT. The cells were divided into five 200 μl aliquots for each antibody used (1 × 10^6^ cells/antibody) and after removal of wash buffer, 50 μl of ice cold antibody buffer (wash buffer containing 0.05% Digitonin and 2 mM EDTA) containing 0.5 μg of antibody was added to 1 × 10^6^ bead-bound cell pellet, and the mixture was gently resuspended by pipetting up and down 25 times. Resuspended beads were placed on a vortex at the lowest setting and incubated at room temperature for 15 min. For the EloA cut&run experiment using goat anti EloA (SCBT, R-19), a bridging rabbit anti-goat antibody was used for efficient binding to protein A. Cells were washed once after primary antibody incubation with 1 ml of Digitonin buffer (Wash buffer containing 0.05% Digitonin) resuspended in 50 μl of digitonin buffer with 0.5 μg of rabbit anti-goat IgG (rabbit anti-goat IgG [ab6697]). Left on the lowest setting of the vortex and incubated at RT for 15 min. Next, permeabilized, antibody-bound cells were washed once in digitonin buffer containing 1 mM EDTA, and 50 μl of digitonin buffer containing Protein A-MNase (pA-MN) at a final concentration of 700 ng/ml was added to the pellet, resuspended, and incubated at room temperature for 15 min. Cells were washed twice with digitonin buffer containing 1 mM EDTA. Next, 150 μl of ice cold digitonin buffer was added to the pA-MN bound cells, resuspended, and digested on ice (0 °C) for 30 min after addition of CaCl_2_ to a final concentration of 4 mM. Hundred microliter of 2× stop buffer was added as described in (24) and incubated on thermomixer for 15 min at 37 °C to release the cleaved DNA fragments into solution. The mixture was spun down in a cold tabletop centrifuge at max speed for 5 min, and 2 μl of proteinase K was added to the supernatant eluate. The mixture was incubated at 65 °C for 4 h, and DNA was extracted by using ChIP DNA Clean & Concentrator (Zymo research). Purified DNA was used for library preparation as described elsewhere (52).

### Data processing and bioinformatic analysis of cut-and-run-seq

All experiments were performed in duplicate. Sequencing reads were aligned to the mm10 genome using bowtie2 (53) and filtered using samtools (54) to keep uniquely aligned reads. Genome browser tracks were generated using Homer v4.10.3 (55) and visualized in IGV (56). Peaks were called in each replicate using SEACR (57) using IgG and “relaxed” parameters. Peaks in wild-type cells that were atleast 1.5-fold over null cells were used further for analysis. Homer's annotatePeaks function was used to find the distribution of peaks in the genome (Fig. 1*B*). The same annotations were used to calculate the proportions of features in the mouse genome for comparison. Deeptools v3.3.0 (58) was used to make average profile line plots. HOMER's annotatePeaks function was used to calculate signals for boxplot and R was used to make boxplots. EloA-bound genes were defined as having at least one EloA peak from TSS-0.5 kb to TES. Unique transcripts for each gene were chosen based on the start of the Bru-seq signal. Intergenic peaks were defined as peaks not overlapping genes (TSS-0.5 kb-TES).

### Nascent RNA sequencing (Bru-seq)

Bru-seq was used as a readout for the position and levels of Pol II on gene bodies to determine the elongation rate of Pol II. Moreover, eRNAs are highly unstable and are rapidly degraded upon transcription, which makes them hard to detect using conventional RNA sequencing methodologies. Bru-seq also allowed for better enrichment and detection of eRNA species that would have been hard to detect using conventional RNA sequencing. For nascent RNA analysis experiment, ES cells were depleted of MEF and plated on gelatin-coated 100 mm plates for 3–4 h. For the steady-state nascent RNA level study, 5-Bromouridine (BrU) (2 mM final conc) was added to cells for 10 min. For the elongation rate analysis using flavopiridol (FP), FP (Cayman Chemical, Inc) was added at a final concentration of 1 μM for 60 min. Plates were washed with PBS and incubated in media containing 2 mM BrU for 5 or 10 min. Plates were washed once with PBS and total RNA was isolated by addition of 4 ml of Trizol. Bru-seq was performed as described previously (22, 59) on 100 μg of total RNA from specified mESC cells. Five-hundred microliters of mouse anti-BrdU antibody (200 μg/ml, SCBT, sc-32323) was coupled to 1 ml of PBS-DEPC washed Dynabeads M-280 sheep anti-mouse IgG (11201D). Coupling was done in Bru-seq buffer (PBS-DEPC, 0.1% BSA, 0.05% Tween20), and yeast tRNA was added to a final concentration of 500 ng/μl. Coupling was carried out for 3 h at 4 °C. Coupled antibody was washed three times and stored in 1 ml of Bru-seq buffer. Prior to enrichment of nascent RNA, two consecutive rounds of mature mRNA depletion were carried out on 100 μg of total RNA using Oligo d(T)_25_ Magnetic beads (NEB Inc) according to manufacturer's protocols. We also generated a pool of BrU-incorporated *in vitro* transcribed *Drosophila* spike in RNAs using 5-Bromouridine 5′-triphosphate (B7166-5MG) and MEGAscript T7 Kit (AM1333) according to manufacturer's protocol. Names of *Drosophila* genes and the primer sequences used for synthesis of the templates are provided in Table S1. The *in vitro* transcribed spike in RNAs were pooled at varying concentrations and added to the total RNA from each sample. RNA immunoprecipitation and washing steps were carried out in the Bru-seq buffer as described above and previously (22). In brief, 75 μl of antibody coupled beads was incubated with preheated (95 °C for 1 min followed by rapid cooling on ice) mature mRNA depleted total RNA for 90 min at RT in the dark. After the final washing step (four times total, 5–10 min each), the enriched RNA bound to beads was isolated using Trizol extraction. Ribosomal RNA was depleted using NEBNext rRNA Depletion Kit (NEB), and first strand and directional second strand DNA synthesis was carried out using NEBNext Ultra II first, and directional second strand synthesis modules (NEB Inc), respectively. Library preparation was carried out as described previously (52).

### Bru-seq data processing

All experiments were performed in duplicate. Paired end sequencing reads were aligned to the mm10 and dm3 genomes using bowtie2 and filtered using samtools to keep uniquely aligned reads. Reads from the positive and negative strand were separated using samtools. Browser tracks were generated using Homer v4.10.3 and visualized in IGV. Reads in whole gene of Refseq annotated genes were counted using featureCounts v1.6.1 (60). edgeR (61) and R v3.3.2 were used to normalize reads and calculate RPKMS and fold changes. All further calculations and figures were made using R and Deeptools.

### ChIP-seq

ChIP was carried out on 2.5-5 × 10^6^ cross-linked mESC cells as described previously (22).

### ChIP-seq data processing

All experiments were performed in duplicate. Sequencing reads were aligned to the mm10 genome using bowtie2 and filtered using samtools to keep uniquely aligned reads. Peaks were called in each replicate separately using HOMER's findPeaks function for broad peaks. Peaks that were 1.5FC over null in both replicates were used for the overlap analysis with cut-and-run peaks.

### Turbidity assay

EloA and EloA complex that were purified and described previously (22) were used for the turbidity assay. Proteins were diluted to the described concentrations in the following buffer: 20 mM HEPES pH 7.9, 10% glycerol, 1.5 mM MgCl_2_, 100 mM KCl and placed in clear-bottomed 384-well plates. Absorbance was measured at 405 nm using a Spectramax M3 plate reader. Values are average of at least three samples and errors denote standard deviation.

### Centrifugation assay of mEGFP tagged proteins

mEGFP or mEGFP-ELOA proteins were purified as described above and brought to the specified concentration in 0.2 ml microcentrifuge tubes with the buffer used for turbidity assay. Samples were spun down at 2000*g* for 5 min and visualized under Safe Imager 2.0 Blue Light Transilluminator.

### Fluorescence microscopy of protein condensates

Recombinant mEGFP and mEGFP-EloA were diluted to the specified concentration in 20 mM HEPES pH 7.9, 10% glycerol, 1.5 mM MgCl_2_, 100 mM KCl, and 10% PEG-6000 (crowding agent) and placed on a glass slide and covered with a coverslip. Images were acquired using the 100× oil objective on Nikon 90i Eclipse epifluorescence microscope equipped with an Orca ER camera and velocity imaging software (Perkin Elmer).

### Immunofluorescence

Cells were grown on coverslips and fixed with 1% formaldehyde for 10 min, washed with PBS, and permeabilized with 0.2% Triton X-100 in PBS for 15 min. Cells were blocked for 30–60 min in Blocking buffer (PBS, 0.05% Triton X-100, 3% BSA) and incubated with primary antibodies (goat anti EloA [1:300 SCBT, R-19], anti Nopp140(NOLC1) [1:250 SCBT, (E-7): sc-374033]) in blocking buffer O/N at 4 °C. Coverslips were washed three times with wash buffer (PBS, 1% BSA, 0.05% Triton X-100) and incubated with secondary antibody conjugated to Alexa Fluor 568 or 488 for 60 min at room temperature, coverslips were washed three times with wash buffer, once with PBS, rinsed with water, and mounted on slides using DAPI-containing mounting medium. Images were acquired using the 60× oil objective of Nikon 90i Eclipse microscope equipped with Orca ER camera (Hamamatsu) and velocity imaging software (Perkin Elmer). Z-stacks were collected using the 0.2 μm spacing and analyzed using maximum intensity of each section using ImageJ Fiji software.

### Fluorescence recovery after photobleaching

Cells were grown on glass-bottomed fluorodish (WPI) in phenol-red free DMEM medium. Expression of mCherry-EloA was induced using doxycycline at the indicated concentration (50–100 ng/ml for 6 h). All images were acquired using a Ti-2 Eclipse microscope (Nikon). Imaging was performed at 37 °C using a temperature-controlled Tokai-Hit culture dish system. Incubation with Hoechst 33,342 (Molecular Probes, 1:5000) for 2 h was carried out for live-cell DNA staining. A square of 1.5 × 1.5 microns was imaged for 2 s at 1 frame/s before stimulation for photobleaching using a 561-nm laser at 10% power for 2 s. Two distinct time-lapse imaging protocols were used: a fast acquisition at 600 ms/frame for 20 s or a slow acquisition at 2 s/frame phase for 1 min. Images were background subtracted and fluorescence intensity evaluated at bleached areas using Fiji software. Measurements were normalized to values obtained before bleaching (t = 0) and compared with an unbleached area used as a reference. All recovery graphs show relative fluorescence intensity (RFI) as a function of time (s). For nucleoplasm FRAP experiment, squares of 1.5 × 1.5 microns were stimulated and imaged as described above.

### Generation of cell lines using lentiviral transduction

FLAG-EloA WT or FLAG-EloA skip IDR was cloned into a modified pTRIPZ vector (Dharmacon), described elsewhere (62). The skip IDR truncated construct contained three deletions in the IDR spanning amino acids (aa): 95–185, 236–335, 413–442, which was synthesized as a gBlocks Gene Fragments (IDT) and ligated to the sequence coding the C-terminal half of EloA. Constructs were transfected into HEK293T cells using TransIT lentiviral transfection reagent (Mirus) along with pCMV-dR8.91, which contains gag, pol, and rev genes and VSV-G envelope protein encoding pMD2.G plasmids. After 48 h, medium was collected and passed through 0.45 μm filter, and the medium was used to transduce 3T3 cells at low multiplicity of infection. After 2 days, transduced cells were selected using 1–2 μg/ml of puromycin. Expression of constructs at levels comparable with the endogenous levels of EloA was achieved through testing different concentration of doxycycline. Imaging was carried out on fixed cells as described in the immunofluorescence section above.

### Baculoviral expression and purification of proteins

For characterization of phase separation properties of EloA, FLAG-tagged EloA and FLAG-EloA in complex with EloB and EloC constructs were cloned in pFastBac1 baculovirus expression plasmid and purified and described previously (22). The construct for expression of FLAG-mEGFP was also described previously (62). For FLAG-mEGFP-EloA construct, EloA cDNA sequence was cloned downstream of FLAG-mEGFP in pFastBac1. Baculovirus was generated and used to infect Sf9 cells as described in detail elsewhere (22).

### Coimmunoprecipitation mass spectrometry (Co-IP/MS)

Wild-type and *EloA* null mESC cells growing on 100 mm gelatinized feeder plates were de-MEFed and 2 × 10^8^ cells were washed once in PBS, resuspended in lysis buffer (50 mM Tris pH 8.0, 0.25% NP-40, 50 mM NaCl, 1 mM EDTA, 5 mM MgCl_2_, 0.2 mM PMSF, 0.2 mM DTT, Roche protease inhibitor tablet) and left on ice for 10 min, dounced ten times, and spun down at 2850*g* for 5 min to separate nuclei from cytoplasmic extract. Nuclear extract was prepared as described elsewhere (63), by resuspending the nuclear pellet in low salt buffer (20 mM HEPES, pH 7.9, 25% glycerol, 1.5 mM MgCl_2_, 0.2 mM EDTA, 20 mM KCl, 0.2 mM DTT, 0.2 mM DTT, protease inhibitor) and while gently vortexing, equal volume of high salt buffer (20 mM HEPES, pH 7.9, 25% glycerol, 1.5 mM MgCl_2_, 0.2 mM EDTA 1.2 M KCl, 0.2 mM DTT, 0.2 mM DTT, protease inhibitor) was added to the resuspended nuclei. Nuclear extract was obtained by gentle continuous mixing in cold room for 30 min, followed by centrifugation at 20,000*g*. The concentration of the isolated nuclear extract was brought to 300 mM KCl using the low salt buffer and NP-40 was added to the extract to a final concentration of 0.05% before immunoprecipitation (IP). IP was carried out using 15 μg of goat anti EloA (SCBT, R-19) conjugated to magnetic protein G for 3 h at 4 °C. Beads were washed three times using wash buffer (20 mM HEPES, pH 7.9, 25% glycerol, 1.5 mM MgCl_2_, 0.2 mM EDTA, 300 mM KCl, 0.2 mM DTT, 0.2 mM DTT, protease inhibitor). Following the final washing step, the beads were eluted using 1× SDS gel-loading buffer and separated on a 10% SDS-PAGE gel 1/4 of the way down and stained using coomassie blue. Each immunoprecipitation was excised as 5 gel sections, minced, and digested in-gel using trypsin. Digested gel sections were dehydrated by treatment with acetonitrile and speed-Vac. Rehydration was carried out in 50 mM ammonium bicarbonate supplemented with 12.5 ng/μl of sequencing-grade trypsin (Promega) at 4 °C. Samples were incubated at 37 °C overnight. For peptide extraction, ammonium bicarbonate was removed and washed with a 50% acetonitrile,1% formic solution and dried in a speed-Vac. Dried samples were resuspended in HPLC solvent A (2.5% acetonitrile, 0.1% formic acid) and loaded into a reverse-phase HPLC column (containing 2.6 μm C18 spherical silica beads in afused silica capillary). Following formation of gradient, elution of peptides was carried out using increasing concentration of HPLC solvent B (97.5% acetonitrile, 0.1% formic acid). Electroionization was performed on the peptides before entering an LTQ Orbitrap Velos Pro ion trap mass spectrometer (Thermo Fisher Scientific). Detection, isolation, and fragmentation of the peptides were carried out to produce a tandem mass spectrum of fragment ions for each peptide. Sequest (Thermo Finnigan) was used for identification of peptide sequences. The false discovery rate (FDR) filter for peptide identification was set at 1% or less. Processing, preparation, and mass spectrometry analysis of the samples were carried out at Taplin Mass Spectrometry Facility (Harvard Medical School). Verification of EloA PAF1 interaction by immunoprecipitation Western Blot was carried out on 1 mg of nuclear extract using 1–3 μg of the following antibodies: Paf1 (Bethyl, A300-172A), CTR9 (Bethyl A301-395A), Leo1 (Bethyl, A300-175A), Parafibromin/CDC73, (Bethyl, A300-170A), EloA (R-19, Santa Cruz Biotechnology, sc-1557). Immunoblots were performed at a primary antibody concentration of 1:2000. Proteomic data analysis presented in Figure 4*A* was performed using the CRAPome (crapome.org) analysis pipeline (64).

### CRISPR/Cas9 generation of *Elongin A* knock out in NIH/3T3 cells

Guide RNA (gRNA) oligos targeting the 5ʹ untranslated region and translation initiation site of murine *EloA* gene were identified using crispr.mit.edu guide RNA design tool and cloned into pSpCas9(BB)-2A-Puro (PX459)V2.0 (addgene, Plasmid #62988) (65). Primer sequences for cloning both constructs are provided in Table S2. The day before transfection, 1.5 × 10^5^ 3T3 cells were plated in each well of a 6-well plate. On the next day, 1.25 μg of each plasmid (2.5 μg total) was transfected using 5 μl of jetPRIME (Polyplus) transfection reagent. After 24 h, transfected cells were selected using puromycin at a final concentration of 2 μg/ml and 48 h later, cells were washed once with PBS, trypsinized, counted, and diluted down to 5 cells/ml (0.5 cells/100 μl), and 100 μl was plated in each well of a 96-well plate (three plates total). One week later, wells with cells growing in them were expanded in a 12-well plate and harvested after reaching confluency. Harvested cells were frozen down and also used for verification of *EloA* KO by western blot using EloA (R-19, Santa Cruz Biotechnology, sc-1557) antibody.

### GREAT and wikipathways analysis

GREAT analysis (66) was carried out by uploading the differentially regulated enhancer BED files to the GREAT website (great.stanford.edu) and downloading the GO biological process list. Wikipathways (67) analysis was carried out by uploading the EloA enriched gene list to Enrichr (http://amp.pharm.mssm.edu/Enrichr) (68).

### Published data sources and processing

Published data were downloaded from GEO as follows: H3K4me1 (GSM747542) (69), H3K4me3 (GSM1385046) (70), H3K27Ac (GSM2586543) (71), H3K36me3 (GSM1873392) (72), H3K79me2 (GSM307151) (73), Oct4 (GSM1082340), Sox2 (GSM1082341), Nanog (GSM1082342), Med1(GSM1038259) (28), GRO-seq (GSE48895) (12).

FASTQ files were downloaded from GEO using sratools v2.9.1. All reads were processed as described before.

## Data availability

All sequencing data have been deposited to GEO under accession number: GSE151582. Mass spectrometry raw data are accessible under ProteomeXchange: PXD022138 and jPOSTrepo: JPST000951.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Elongin A associates with actively transcribed genes and modulates enhancer RNA levels with limited impact on transcription elongation rate in vivo
**Source:** J Biol Chem. 2020 Dec 24;296:100202. doi: 10.1074/jbc.RA120.015877
**Supplement:** Figures S1 to S3 and Tables S1 and S2

Supplementary Figure 1

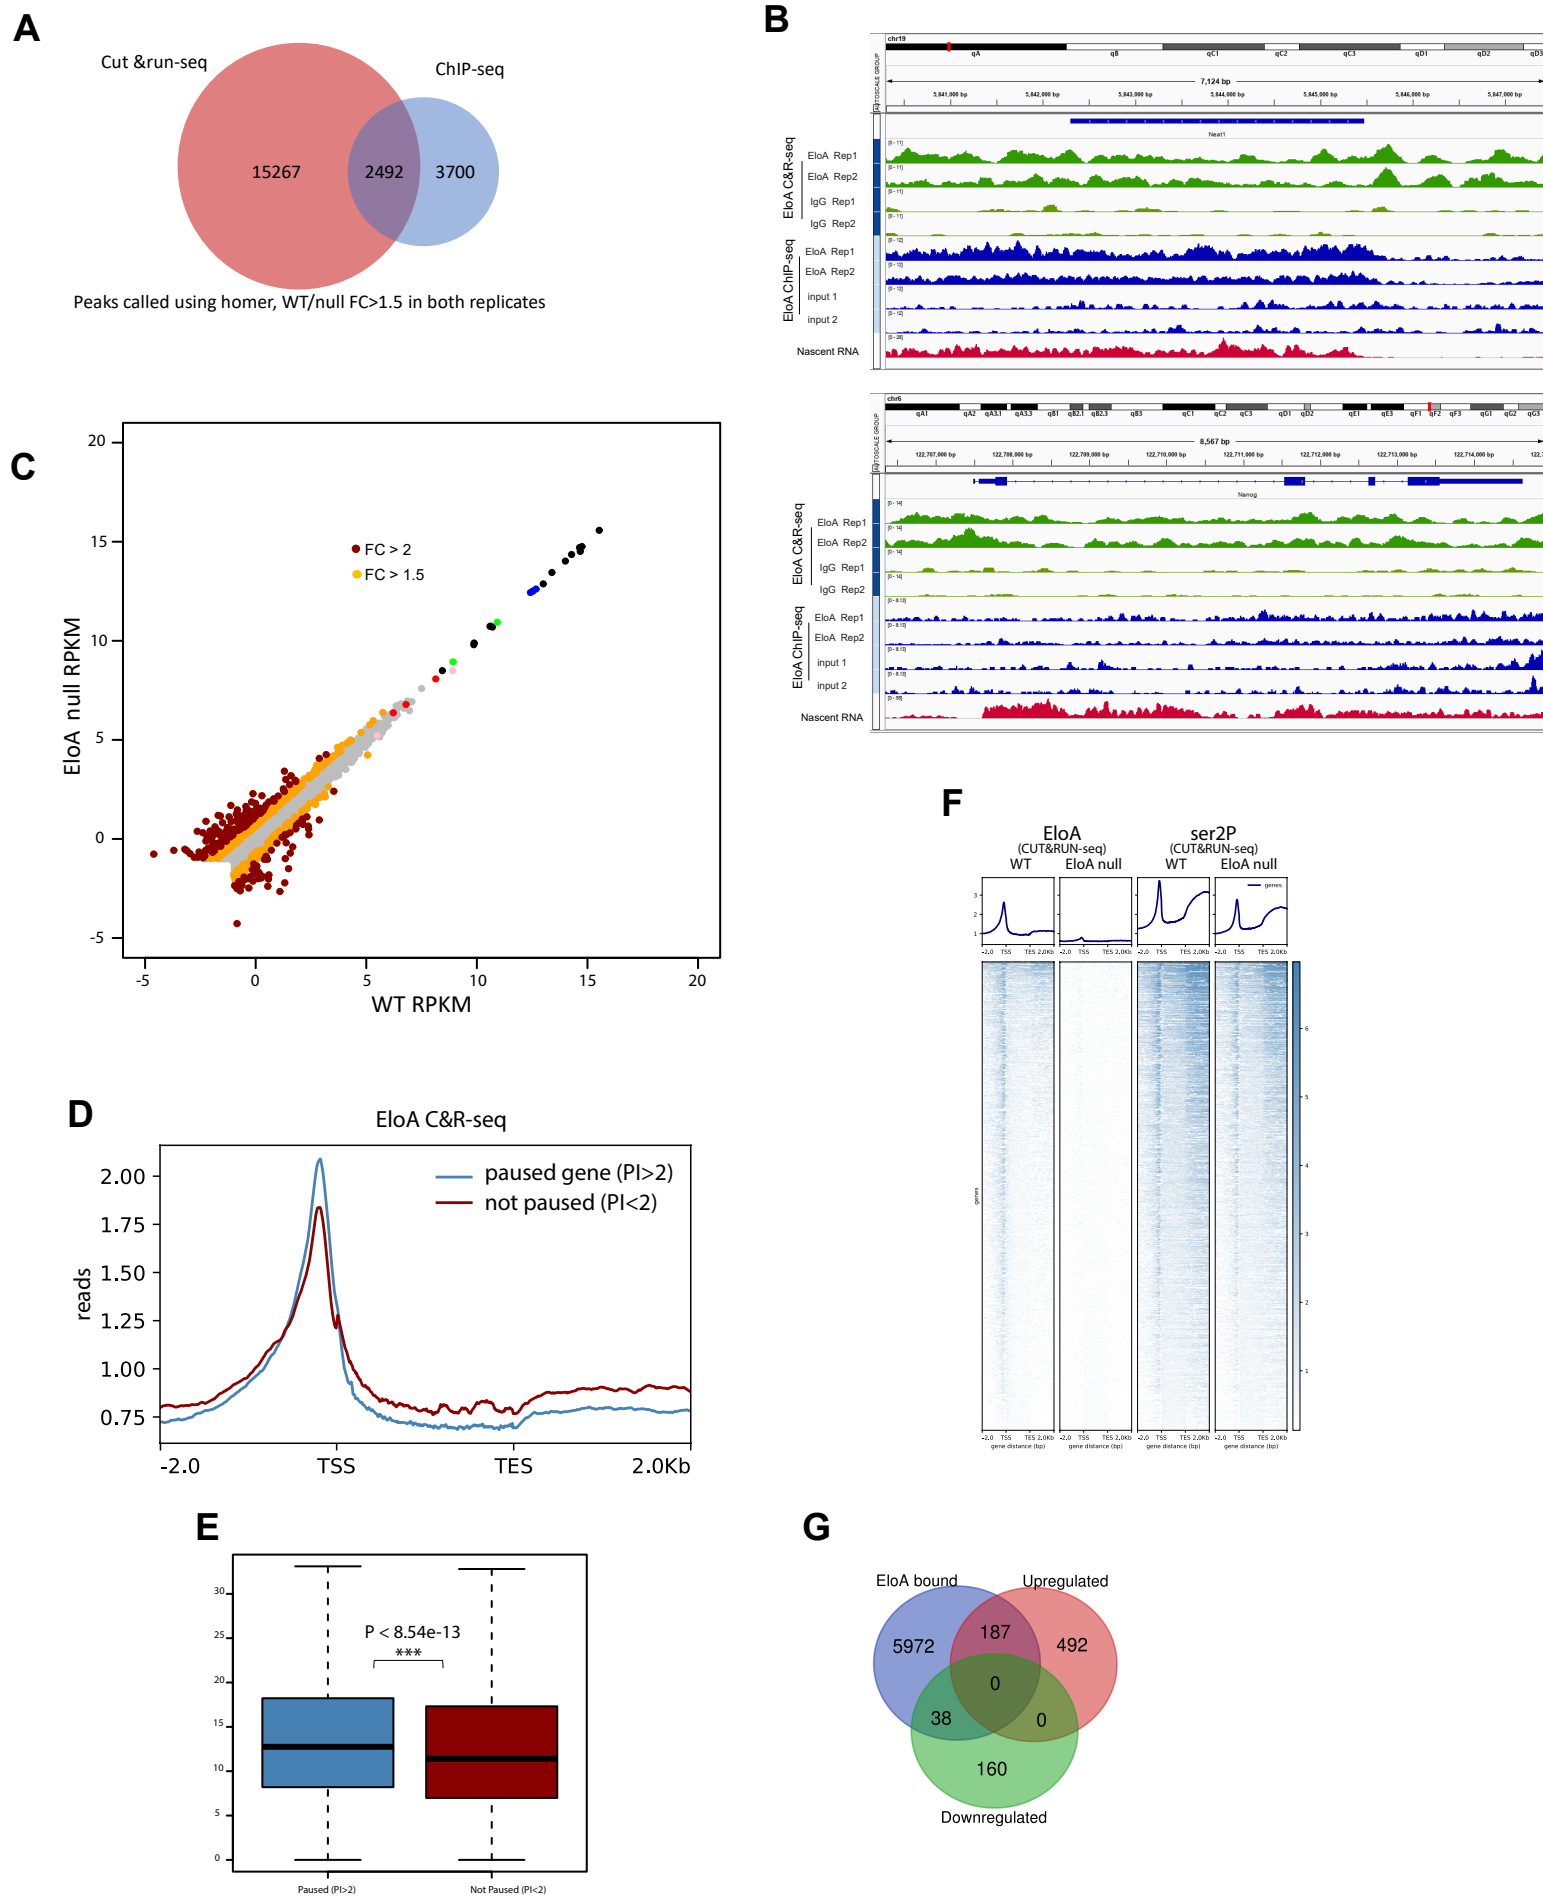

## Supplementary Figure 2

**A**

Genes containing intragenic enhancers in mESC  
(Cinghu et al., 2017)

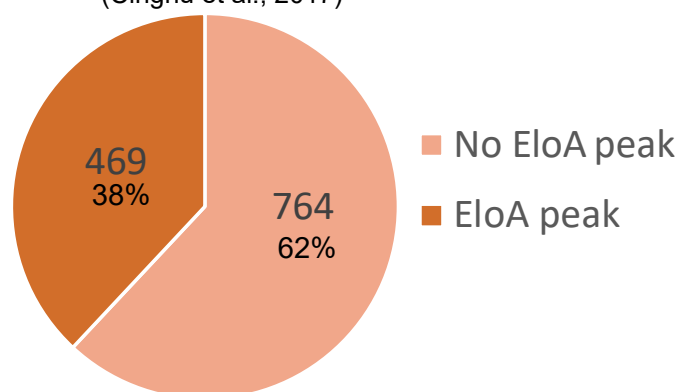

**B**

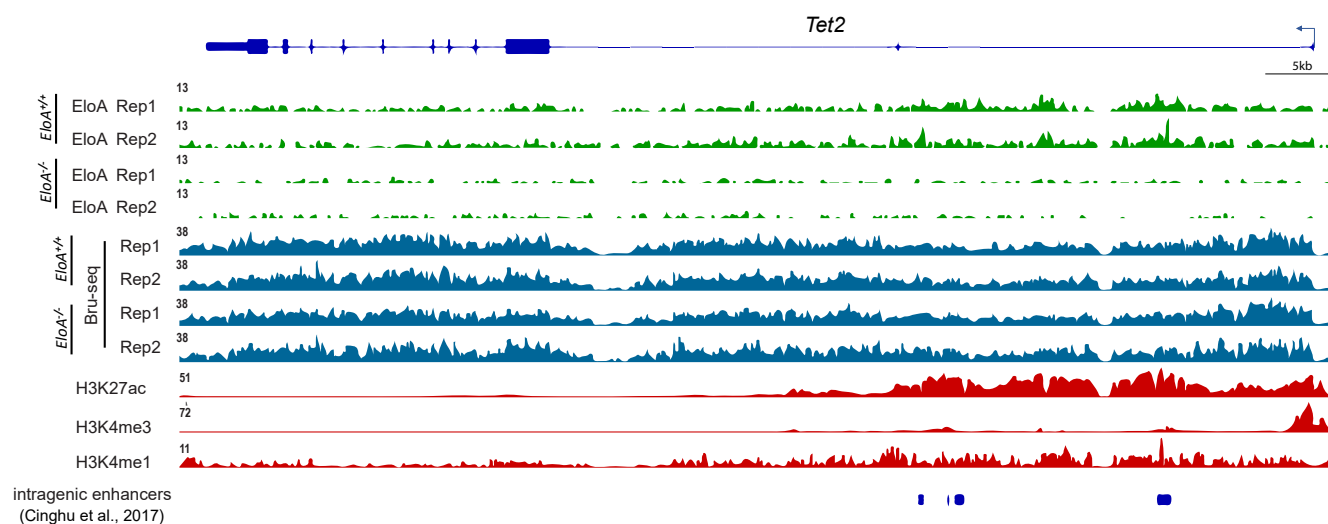

**C**

Bru-seq plus strand

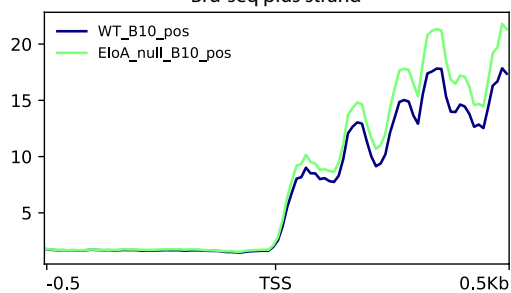

**D**

Bru-seq negative strand

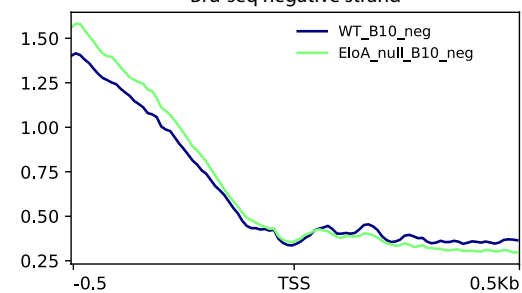

**E**

EloA enrichment

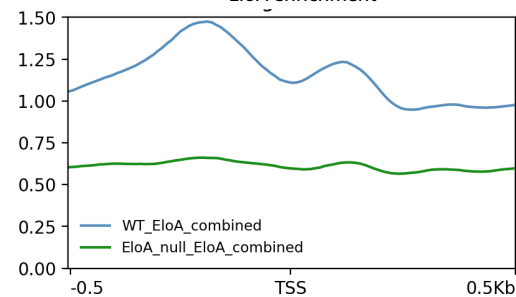

**F**

Bru-seq density

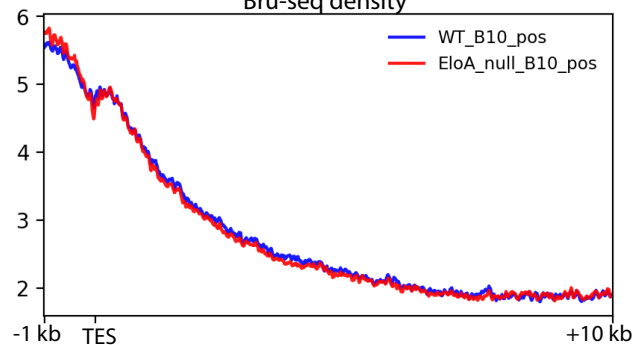

# Supplementary Figure 3

**A**

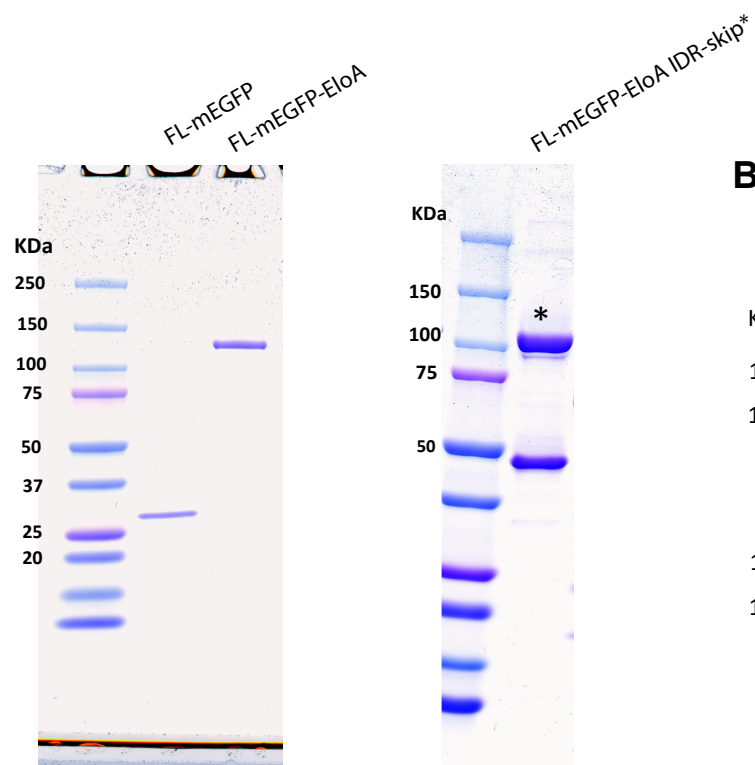

**B**

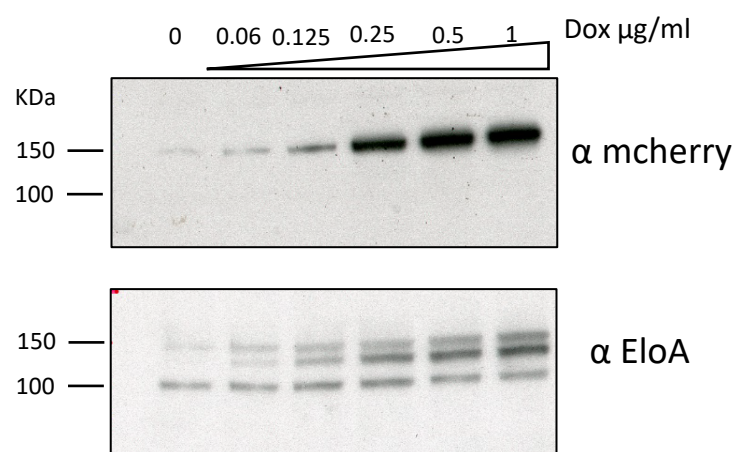

**C**

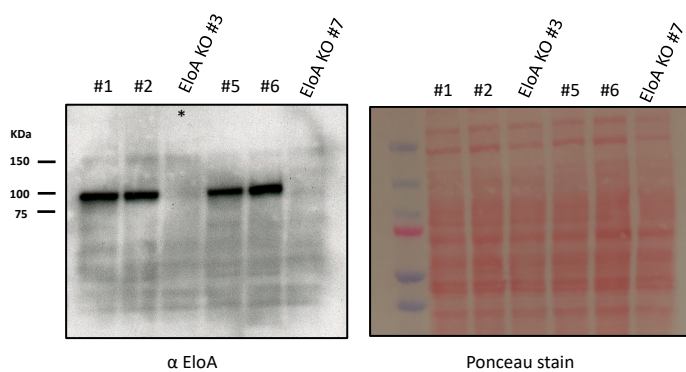

**D**

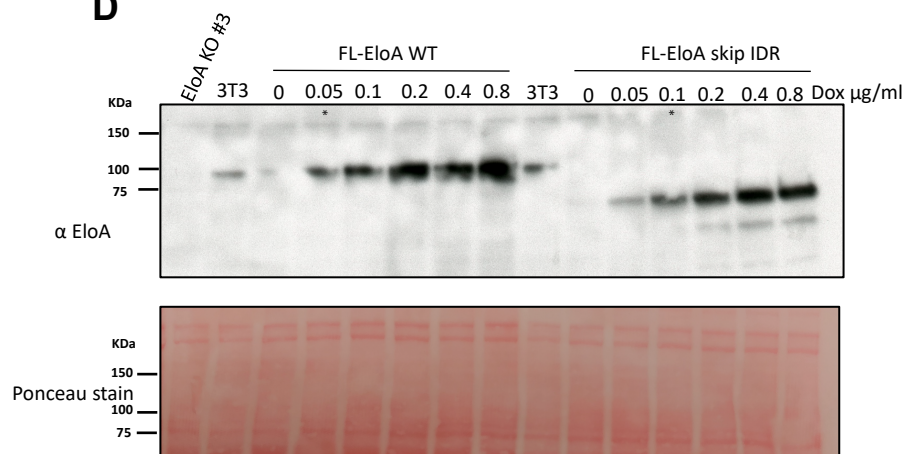

**Supplementary Table 1:** List of *in vitro* transcribed *Drosophila* Spike-in genes and primers used for generation of transcription templates (T7 promoter sequence highlighted in red).

| Gene        | Symbol  | Flybase ID  | T7-forward primer                                 | reverse primer           | Length (nt) |
|-------------|---------|-------------|---------------------------------------------------|--------------------------|-------------|
| Usp         | CG4380  | FBgn0003964 | GAATTAATACGACTCACTATAGGGA GCAAGCACCTCTGCTCTATT    | GAAATCCCTGGACACGCTATT    | 440         |
| Nep1        | CG5905  | FBgn0029843 | GAATTAATACGACTCACTATAGGGA GACAAGAACAGCTCGGTGAA    | TTGAACGCCGCACGTATAG      | 715         |
| Rrp1        | CG3178  | FBgn0004584 | GAATTAATACGACTCACTATAGGGA AGCTGAACGAGGACAATAAG    | TCCTTATCGGCGGATTTCCTC    | 430         |
| RpA-70      | CG9633  | FBgn0010173 | GAATTAATACGACTCACTATAGGGA AAGCAGCGGTAGACACAATAG   | GTTGATCAGCAGTCGGTACTT    | 630         |
| Piwi        | CG6122  | FBgn0004872 | GAATTAATACGACTCACTATAGGGA TACACCTGGATGATCGAACTA   | ACTTGTTGCGAGACCAGATAAA   | 535         |
| PHTF        | CG3268  | FBgn0028579 | GAATTAATACGACTCACTATAGGGA CATAGACGCATGCTACGATCTC  | GTGGTGCACTCTTGGTTACA     | 550         |
| Tra1        | CG33554 | FBgn0053554 | GAATTAATACGACTCACTATAGGGA CCTCTGTTGCCACTGTTCTA    | TGGGTCCATCAACATTGGTAAA   | 400         |
| Set1        | CG40351 | FBgn0040022 | GAATTAATACGACTCACTATAGGGA GGAACGAGAATTTTAGAGGAACA | TTTGGTTTACCCTTTGAATTTGT  | 325         |
| ESC         | CG14941 | FBgn0000588 | GAATTAATACGACTCACTATAGGGA TAACGAGCTGAAGTTCATCCGCA | TGAAGCCGAATCTCAGAACCCAGA | 558         |
| E(Z)        | CG6502  | FBgn0000629 | GAATTAATACGACTCACTATAGGGA GTGGCGAGATCATATCCAAGATG | TTTCACGCTCTATGCCACGAACT  | 320         |
| ERCC3       | CG8019  | FBgn0001179 | GAATTAATACGACTCACTATAGGGA CGAGGGAGAGGATTTCAATCAG  | CACCACAAGGAAGCACAATAAC   | 460         |
| GCM2        | CG3858  | FBgn0019809 | GAATTAATACGACTCACTATAGGGA CCACCAGCACATCACCTATAA   | GTATTCTCGGTGCCGTAGTAG    | 575         |
| PHO         | CG17743 | FBgn0002521 | GAATTAATACGACTCACTATAGGGA CCGGGATATCAGACGATGAATAC | CTCATGCAAGCCAATACGAAAT   | 465         |
| Relish      | CG11992 | FBgn0014018 | GAATTAATACGACTCACTATAGGGA TTGAATGCGGACGGTGATAG    | GAACAGAGCCGGTCGTAAAT     | 800         |
| TFIIB       | CG5193  | FBgn0004915 | GAATTAATACGACTCACTATAGGGA GCCAGAAGGAAATCGGTGATA   | GGCAAATAAACGTAGTGTGCAA   | 475         |
| Spt6        | CG12225 | FBgn0028982 | GAATTAATACGACTCACTATAGGGA CAGTTGAGGTGCCCTTTAT     | CGTCTCCTGGTCAGCATATC     | 2450        |
| E2F         | CG6376  | FBgn0011766 | GAATTAATACGACTCACTATAGGGA AATCCAACCACCCACAATAG    | AGCCAATGTCGTTGAAGAGAG    | 400         |
| Taf1        | CG17603 | FBgn0010355 | GAATTAATACGACTCACTATAGGGA AAACCAAGGAGAGCAAGAG     | GGAACAGGAATGGCGATACA     | 1450        |
| Orc1        | CG10667 | FBgn0022772 | GAATTAATACGACTCACTATAGGGA CAGGTGAAGTGGATCGGAAG    | CCAGAGGCTCTTTGGATTCT     | 1210        |
| Caf1-55     | CG4236  | FBgn0263979 | GAATTAATACGACTCACTATAGGGA TCCCTACTCGGAGTTCAATCT   | TCCTCGTCGTTGTAAACATTCT   | 410         |
| Ecr         | CG1765  | FBgn0000546 | GAATTAATACGACTCACTATAGGGA GCCGAGATGTGTTCTCACTAA   | AGGTGGTAGCTGAGGTTGTA     | 360         |
| non-Bru RNA |         |             |                                                   |                          |             |
| Mars        | CG17064 | FBgn0033845 | GAATTAATACGACTCACTATAGGGA CCAACTATCTCAGTCCGTTTGT  | GCTAATGTTCCCTCCTCGTAG    | 765         |
| Gpp         | CG42803 | FBgn0264495 | GAATTAATACGACTCACTATAGGGA GCAAAGGAGATTGTGGGTAGA   | TGGTAGAGGAGGAGGAAGATG    | 420         |
| HsrΩ        | CR31400 | FBgn0001234 | GAATTAATACGACTCACTATAGGGA GACTGCGAACTCGACTGAAATA  | CAGCCAGGACGTTAGGTTAAA    | 960         |

**Supplementary Table 2:** Primers used for generation of NIH/3T3 EloA knockout cells by CRISPR-Cas9

| primer      | sequence                          |
|-------------|-----------------------------------|
| mEloA KO BF | CACC G CCAAGTTGTGGAGAAGCTCC       |
| mEloA KO BR | AAAC GGA GCT TCT CCA CAA CTT GG C |
| mEloA KO CF | CACC G ACGCGAGCCCAGTTCCGGCG       |
| mEloA KO CR | AAAC CGC CGG AAC TGG GCT CGC GT C |

## Supplementary Figure legends

### Figure S1

**A)** Venn diagram showing the extent of overlap between ChIP-seq and C&R-seq data using (FC>1.5 over null) peak calling conditions. **B)** Comparison of ChIP-seq and C&R-seq IGV tracks at two genes showing enrichment of EloA at *Neat1* by both methods and low signal/background ratio for ChIP-seq EloA at *Nanog* (bottom panel). **C)** Scatter plot showing differential gene expression (DGE) between wild-type (WT) and *EloA* null mESCs as determined by nascent RNA sequencing using Bru-seq. Orange and red dots denote different fold-change cut offs (FC>1.5, FC>2, respectively). Pink, light red, green, blue and black dots at the center are *in vitro* transcribed *Drosophila* spike in control genes, list of fly spike in genes and primers used for generation of transcription templates is presented in supplementary table 1 (n=2 independent Bru-seq experiment). **D)** mESC GRO-seq data from Jonkers et al. (2014), was used to determine pausing index (Signal density near TSS -100 to +200 bp, over +300-+600 bp signal from TSS) as described by Henriques et al. (2018). Based on this data, genes were divided into paused (PI>2) and non-paused genes. Metagene plot shows higher level of EloA enrichment at the promoter/TSS region of paused genes. **E)** Box plot depicting higher levels of EloA at the TSS (+/- 500 bp) of paused (PI>2) genes in comparison to non-paused genes. *P*-values derived from Wilcoxon test. **F)** CUT&RUN-seq heat map showing enrichment levels of EloA and Ser2P in wild-type and *EloA* null mES cells. **G)** Venn diagram depicting the overlap between EloA-bound genes and genes that are upregulated or downregulated in *EloA* null mESCs (FC>1.5).

### Figure S2 EloA is associated with intragenic enhancers.

**A)** Pie chart depicting the total number of genes that harbor intragenic enhancers (Cinghu et al, 2017), 469 (38%) of these genes showed enrichment and presence of EloA peaks at intragenic enhancers. **B)** IGV genome browser track showing enrichment of EloA at sites of intragenic enhancers (blue tracks, bottom row) at *Tet2*. **C)** Positive strand Bru-seq read density around the TSS (+/- 0.5 kb) showing higher levels of nascent transcripts, immediately after TSS in *EloA* null cells. **D)** same as C, but for negative strand nascent transcription, showing higher levels of upstream antisense transcription in null cells. **E)** Metagene profile of EloA CUT&RUN for the same set of genes displayed in C and D, showing enrichment of EloA at sites of divergent transcripton. Y-axis scale denotes normalized reads. **F)** Loss of EloA does not lead to Pol II termination defect at the global level. Metagene line plots showing no effect on Bru-seq density (Pol II levels) during steady state transcription around TES and 10 kb downstream of TES. Y-axis scale: reads per million/bin.

### Figure S3

**A)** Flag-mEGFP, Flag-mEGFP-EloA and Flag-mEGFP-EloA IDR-skip proteins were expressed in insect cells and affinity purified. SDS-PAGE gel stained with Coomassie blue, showing expression of mEGFP (29.1 KDa), mEGFP-EloA (116.3 KDa) and mEGFP-EloA IDR-skip (90.6 KDa). Protein band at around 50KDa in the IDR-skip preparation is uncharacterized. **B)** mCherry and EloA immunoblots showing expression of Dox-inducible mCherry-EloA in wild-type 3T3 fibroblast cells. Concentration range of 0.06-0.125 µg/mL of Dox was selected for expression of mCherry EloA for the FRAP assay described in Figure 5. **C)** Immunoblot validation of CRISPR/Cas9 generated null *EloA* 3T3 cell line. Clone #3 denoted with an asterisk, was selected for generation of wild-type and IDR mutant Elongin A cell lines. **D)** Dox-induction of FL-EloA and FL-EloA IDR-skip in *EloA* null background validating expression of both constructs. Concentrations denoted with asterisks were used for expression of each construct to a level comparable to the endogenous levels of EloA (3T3 lane).

How the deposited data were processed for this re-analysis (not part of the article)

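Nascent RNA was measured by Bru-seq in WT and EloA null mESCs in 3 conditions: in steady state (2 mM BrU for 10 min), and during 5 min or 10 min of recovery from 1 µM flavopiridol (FP) given for 60 min, with BrU present from the removal of the drug. Each condition has 2 WT libraries and 2 libraries labelled EloA null, 12 in all. Samples were grouped by their titles. The first steady-state library labelled EloA null by its title carries a genotype label of wild type. It was kept with the EloA null group because the paper states duplicates for each condition. Over the 416 expressed genes of chromosome 14, its median log2 RPKM relative to the mean of the 4 libraries was 0.275. The second library labelled EloA null had 0.217, and the WT libraries -0.231 and -0.277. These values argue against a WT library, for the genes of that chromosome. The paper gives 100 µg of RNA per Bru-seq sample and the sample labels 25 to 50 µg; the difference was not resolved here. Another 16 samples, from CUT&RUN-seq and ChIP-seq, were not analysed here, and neither were the enhancers, the list of EloA-bound genes, the read density along genes or the Drosophila spike-in RNA.

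The authors aligned paired-end reads to the mm10 and dm3 genomes with bowtie2, kept uniquely aligned reads and separated the strands with samtools, counted reads in whole RefSeq genes with featureCounts, normalized them with edgeR and deposited the values as RPKM, in 1 table per condition and without pooling replicates. The mean columns in these tables equal the mean of the 2 libraries. Whether strand was used in the counting, which RefSeq release was used, and how the 3 tables were scaled to one another are not stated in the paper's text. All tests across genes were therefore run within 1 table, except where a fit of all 12 libraries is named.

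The tables give no read counts. Since a gene's RPKM is its reads divided by the length and the library size, the length of a gene and the size of each library were worked out from the steps between low values, and the method was tested on simulated tables, where it returned the true library sizes of 4 libraries. In the real tables, 98.7% of the expressed genes with introns came out as whole reads only with the summed length of the introns and the exon base on each side of each intron, while the paper's methods speak of whole genes. With lengths 37 bases too long, a control, 0.414% did so. Reads in matched genes made up about 97% of each library size (between 96.8% and 97.5%). Library sizes ran from 9857527 reads (WT, 5-min recovery) to 28547356 reads (10-min recovery, labelled EloA null), with medians per group between 11261902 and 25910166. Values resting on few reads are imprecise, and intervals for counting error were not computed because replicates differed by more than counting error. The reads were used to describe depth and as a filter, and no count test was run on them, since the deposited unit is RPKM.

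Genes were matched to the RefSeq annotation of GRCm38 by symbol (24447), by older symbol (407) and, for 26 symbols that a spreadsheet had turned into dates, not at all; another 104 symbols were not matched. In steady state 99.7% of expressed genes had a length. Gene length and GC content refer to the span of the RefSeq gene. Where genes overlap, as Aim2 and Cadm3 do, reads could have been split or shared.

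Expressed genes had a mean RPKM above 0.5, the paper's limit, in WT or in the libraries labelled EloA null. Genes past a 1.5-fold ratio of mean RPKM were counted in each direction. The same count between mixed pairs of libraries, each with 1 library of each genotype, gave the level that the spread between replicates produces. limma 3.58.1 in R 4.3.3 was run on log2(RPKM + 0.1) with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method. In simulated libraries of the same size, 200 of 11347 genes were changed. There limma recovered 7 of 50 genes changed 1.5-fold and 29 of 50 changed 2-fold. It recovered 42 of 50 changed 4-fold and 44 of 50 changed 8-fold, with 4 false calls. It made 0 calls where no gene was changed. The simulation took the estimated spreads of genes as true ones and gave each gene independent noise, without trends shared across a library. Its shares are therefore not the power of limma in the real tables, and 0 calls there do not show that no gene changed. Single values per library were compared by the exact two-sided permutation test of 2 against 2 libraries, whose smallest p is 0.333.

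The genes to be named were the targeted gene, the genes for which the paper shows or discusses nascent RNA, the genes of the EloA complex and its partners, and the 5 genes with the largest rise and the 5 with the largest fall in steady state among those past the adjusted p and 1.5-fold with no overlap between genotypes. As 0 genes passed the adjusted p in steady state, the rule used the 1.5-fold limit and the lack of overlap alone, as it provides for that case. BC064078 and Aim2 were chosen after their values were seen. These rules, the tests and most alternatives were chosen before the data were examined, together with lists of marker genes of feeder fibroblasts, pluripotency, neural cells, endoderm, 2-cell-like cells, stress, the Y chromosome and X inactivation; the lists were tested with camera (preset correlation 0.01) and fry.

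The covered length after release was fitted per library by least squares as a plateau, a covered length and a background over 20 bins of gene length. How far the data determine a length was judged by the share of the sum of squares around a flat line that the fit removed, a check added after the data were seen. Long against short genes were compared per library as the difference of medians of log2 RPKM relative to the mean of the 4 libraries. The trend with GC content was removed by subtracting, per library, the median in each of 20 bins of GC content, fitted to genes outside chromosome 14. On simulated data this took a change of -0.20 that came from a GC trend alone to -0.01. Medians per chromosome and per 10 Mb were taken over expressed genes. The difference of a change between conditions was tested as an interaction term in the limma fit of all 12 libraries.

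Other pseudocounts, RPKM limits, scalings, variance settings and fold limits were tried, as were another denominator and other bins for the covered length, each library left out in turn, and the replicate number as a block. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.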

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

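All tests of explanations in this part were chosen after the results were seen.

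Genes on chromosome 14 gave a signal that the paper does not report. Their median log2 change in the libraries labelled EloA null was 0.49 in steady state, 0.46 at 5 min and 0.51 at 10 min of recovery, while the medians of the other 19 chromosomes lay between -0.03 and 0.13 in steady state. With 1 library left out in turn, the steady-state median ranged from 0.46 to 0.52. The tables argue against several technical explanations as the whole cause. The steady-state median was 0.49 after the trend with GC content was removed (0.492), 0.48 after that with length (0.479), 0.46 after that with expression level (0.458) and 0.44 in genes with at least 500 reads (0.444). It exceeded the median of the other chromosomes by 0.47 (0.467), which a scaling of whole libraries would not give, and 97.8% of the genes on chromosome 14 were above 0 (407 of 416), so a few genes do not carry it. An extra copy of most of chromosome 14 in the null line is a candidate explanation. Where RNA follows copy number, it would raise genes along the chromosome in all 3 tables by 0.585. With the GC trend removed, 11 of 11 windows of 10 Mb lay above 0.2 in steady state, 10 of 10 at 5 min and 10 of 11 at 10 min, against 1 of 243, 1 of 240 and 2 of 239 windows elsewhere. The median was 0.49 over the first 8 windows and 0.26 over the last 3, which a copy in part of the cells or of part of the chromosome might give. The first 10 Mb lay above the 0.585 of 1 extra copy, at 0.82 in steady state (9 genes; 0.80 with the GC trend removed) and 0.86 at 10 min (10 genes). The cause of these values was not tested. A direct effect of the loss of EloA on this chromosome and a feature of the cell line cannot be told apart, because the tables hold 1 null line.

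The change of the pluripotency list differed between time points by an interaction test. Relative to steady state, the median change of its 13 genes was lower by a log2 difference of -0.37 at 5 min (camera adjusted p = 0.00700, 13 of 13 genes lower) and -0.16 at 10 min (camera adjusted p = 0.00961, 12 of 13 genes lower). Neither call holds under fry (adjusted p = 0.0813 and 0.746). The tables argue against the scaling of the tables as the whole cause, since the list lay below the median of all genes by -0.28 at 5 min (-0.276) and -0.17 at 10 min (-0.171). They argue against gene length too, since 0.51% and 0.12% of 10000 random lists matched on length had a difference as low. GC content stays open. As means per library, the 5-min difference was -0.40 (SD 0.166, two-sided exact permutation p = 0.333), and -0.18 (-0.176, SD 0.159, two-sided exact permutation p = 0.667) with the GC trend removed. At 10 min it was -0.15 (-0.148, SD 0.163, two-sided exact permutation p = 0.667), and -0.10 (-0.0984, SD 0.126, two-sided exact permutation p = 1) with the GC trend removed, a move smaller than the SD. The median over the genes hardly moved at 10 min (-0.163 and -0.161 with the GC trend removed), which goes against GC content at that time, while at 5 min it went from -0.361 to -0.166. A part played by GC content and an effect of EloA on these genes during recovery cannot be told apart with 2 libraries per group.

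Single genes also differed between time points by the interaction test, 7 of 8628 at 5 min against steady state and 1 of 9825 at 10 min, with 481 and 135 genes at an unadjusted limma p under 0.05. The 7 genes are Mir6926, Mir219a-2, Mir674, Chchd1, Mir6900, Hist1h2ad and Mir3101, and the gene at 10 min is Mir7048; they were named after their values were seen. Sampling noise in genes with few reads is a candidate explanation, since 6 of the 8 are miRNA genes and the highest mean in the table with fewer reads was 15.75 reads per library, for Chchd1. No biological explanation was tested for these genes.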

How the results depend on the processing

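The alternatives by number of reads, GC content, chromosome 14, range of gene length and length from RPKM steps, the fry test, and the leave-one-out values of chromosome 14 and of the covered lengths per genotype were chosen after the data were seen. Among results that answer a comparison, 95 alternatives apart from leave-one-out, over 33 results, kept the direction and the side of the threshold or moved less than the replicates or than 1.5 times. Of these results, 18 moved under 75 alternatives, 4 reversed under 6 and 2 calls were lost. For the single genes named, 173 alternatives kept the call, 13 over 9 genes brought a limma call, and 3 turned the sign. Leaving out 1 library moved 10 results for single genes in 19 cases and turned the sign in 3 others. Where no cause is given below, the cause was not tested.

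Genes past 1.5-fold in steady state (818 higher, 238 lower) numbered 531 and 128 with RPKM over 0.5 in both genotypes, 519 and 132 with RPKM over 1, 3843 and 1854 without a filter, 206 and 83 with a pseudocount of 1, and 213 and 102 at 2-fold. They were 531 and 78 with at least 20 reads, and 189 and 76 with the GC trend and chromosome 14 removed as well. Fewer genes are tested under each stricter filter. Between mixed pairs of libraries, 338 and 256 genes passed with RPKM over 1. With the GC trend removed, 67.0% of genes past the limit were higher in steady state (77.5% before) and 63.5% at 10 min (633 higher and 364 lower, against 75.8%). At 5 min the share rose from 44.5% to 54.7% (598 higher and 495 lower), and to 53.9% (589 and 503) with median centring. The direction in steady state was shared by 66.9% of genes at 5 min and 79.1% at 10 min with a limit of 2-fold, against 75.7% and 84.6%. At 1.5-fold the shares were 70.0% and 81.2% without chromosome 14. With at least 20 reads they were 91.9% and 98.5% at 1.5-fold, and 100% at 2-fold (47 of 47 and 61 of 61 genes).

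Across the fits that each left out 1 library, expressed genes ranged from 10670 to 10883, higher genes from 838 to 1072 and lower genes from 267 to 342. Genes past 1.5-fold ranged from 1276 to 1685 at 5 min (1089 with all libraries; 1685 without the second WT library) and from 1167 to 1785 at 10 min. The split at 5 min was 738 higher and 538 lower without the first WT library and 572 and 1113 without the second. At 10 min it was 1464 and 297 without the first WT library and 880 and 493 without the second (964 and 308 with all libraries). Long against short genes ranged from -0.25 to -0.20 in steady state, -0.16 to -0.02 at 5 min and -0.36 to -0.26 at 10 min. Chromosome 14 ranged from 0.39 (without the second WT library) to 0.51 at 5 min and from 0.50 to 0.56 (without the first WT library) at 10 min. With the GC trend removed it was 0.54 at 5 min. Long against short genes at 5 min reversed to 0.12 when divided by the steady-state values.

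The covered lengths depended on the fit. At 5 min the fit to all genes removed at most 3.27% of the sum of squares around a flat line, and 3 of the 4 lengths stopped at the length of a bin, so the 5-min lengths, the rates and the lead of WT at 5 min are hardly determined there. Without a background term the 5-min fits were flat lines. In genes of 5 to 60 kb the 5-min fits removed at least 91.2%. Values are given for WT and then for the libraries labelled EloA null. Without a background term they were 227 and 219 kb at 5 min and 26.9 and 26.5 kb at 10 min, and the rate was -39.9 and -38.5 kb/min. With summed RPKM they were 9.49 and 10.1 kb, then 24.4 and 23.5 kb, and the second rate was 2.68. With RPKM over 2 they were 10.1 and 9.81 kb, then 24.3 and 24.3 kb, and the second rate was 2.90. With all 4 steady-state libraries as denominator the 10-min lengths were 22.4 and 18.9 kb, the 5-min length of the libraries labelled EloA null 6.96 kb, and the rates 3.41 and 2.40. In genes of 5 to 100 kb they were 7.64 and 7.45 kb, 17.8 and 17.0 kb, and 2.03 and 1.92 kb/min. In genes of 5 to 60 kb they were 8.85 and 9.16 kb, 17.9 and 16.8 kb, and 1.81 and 1.52 kb/min. With length from RPKM steps they were 3.93 kb in WT at 5 min, 17.6 and 17.2 kb at 10 min, and 2.74 and 3.04 kb/min. With 1 library left out, WT ranged from 4.37 to 6.24 kb and from 20.3 to 21.0 kb, with rates from 2.94 to 3.19. The libraries labelled EloA null ranged from 0.00031 kb (the first library alone) to 4.23 kb (the second alone), from 20.2 to 20.6 kb, and from 3.28 to 4.03 kb/min.

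The lead of WT at 5 min (3.19 kb) was 7.94 kb without a background term, 0.282 kb with RPKM over 2 and 0.192 kb in genes of 5 to 100 kb. It reversed to -0.576 kb with summed RPKM, -1.65 kb with all 4 libraries as denominator and -0.313 kb in genes of 5 to 60 kb. The value with all 4 libraries as denominator says nothing of the sign. The first library labelled EloA null had no plateau there and its length (9.44 kb) is arbitrary. The second (4.48 kb) lay between the WT libraries (6.24 and 4.37 kb), whose fits removed 0.624% and 0.302% of the sum of squares. At 10 min (0.258 kb) it was 0.729 kb with 10 bins, 0.918 kb with summed RPKM, 3.42 kb with all 4 libraries as denominator, and 0.752 and 1.14 kb in genes of 5 to 100 kb and 5 to 60 kb. Leave-one-out values ran from 1.08 kb (without the first library labelled EloA null) to 5.31 kb (without the second) at 5 min, and from -0.0578 kb (without the first WT library) to 0.574 kb at 10 min.

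By limma, no gene passed in any of the 3 tables as reported, where 2083, 846 and 2098 genes had an unadjusted p under 0.05. Robust variance estimates gave 81 genes in steady state (63 higher, 18 lower), 29 at 5 min (16 and 13) and 26 at 10 min (21 and 5). A fit of all 12 libraries gave 132 (94 and 38), 532 (256 and 276) and 264 (188 and 76). At 10 min, a pseudocount of 1 gave 5 (5 and 0), median centring 12 (9 and 3) and quantile normalization 6 (5 and 1). The fry test of the pluripotency list gave adjusted p = 0.0813 at 5 min and 0.746 at 10 min.

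Eed in steady state and Dhx9 at 5 min lie within their standard errors of 0, so a change of sign says little about them, and median centring shifts all genes of a table alike. Eed (0.02) went to -0.0425 with median centring, -0.0602 with quantile normalization and -0.0088 without the second WT library, and ranged from -0.0088 to 0.0436 with 1 library left out. Dhx9 at 5 min went to 0.0567 with median centring, 0.015 without the second WT library and 0.23 without the first library labelled EloA null, and ranged from -0.25 to 0.23.

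The replicate numbers were also tried as a replicate block. Deviations of same-numbered libraries correlated at 0.101 in steady state, 0.119 at 5 min and 0.103 at 10 min. Mixed pairs joined by number differed more than crossed ones. With at least 20 reads, 86 against 29 genes passed 1.5-fold in steady state, 332 against 68 at 5 min and 95 against 23 at 10 min. Same-numbered libraries thus deviated together in part. The paper speaks of independent experiments without saying whether the number marks them, and 2 pairs cannot settle this. With the replicate block limma called 0 genes in steady state, 128 at 5 min (65 higher, 63 lower) and 0 at 10 min. In each same-numbered pair, 424 genes were higher and 118 lower past 1.5-fold in steady state.

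Some alternatives set beforehand were not run. Scaling by spike-in RNA was left out because the tables used here hold no spike-in genes. The tests of edgeR and DESeq2 on reads were not run because the tables are in RPKM, although whole reads could be worked out for 98.7% of expressed genes with introns. limma was not run with 1 library left out, as a single library is left in an arm. Depth limits genes with few reads most: 259 of the 818 higher and 151 of the 238 lower genes had a mean under 20 reads.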

Differences from the paper's values

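The covered length here is that of a uniform wave fitted to whole-gene values over all expressed genes, whereas the paper gives the position at which read density along EloA-bound genes nears background, so the measures are related and not the same. The fit to all genes hardly determines the 5-min length, as it removed 3.27% and 2.66% of the sum of squares around a flat line in the WT libraries.

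For WT at 5 min of recovery, the covered length was 5.31 kb against the paper's 10 kb and 12 kb for the lower and upper end. Of the alternatives set before the data were examined, the ratio of summed RPKM (9.49 kb) and RPKM over 2 (10.1 kb) fell within 1.5 times both of the paper's values. The others did not: 10 bins (5.41 kb), 40 bins (5.20 kb), no background term (227 kb), all 4 steady-state libraries as denominator (5.31 kb), without the first WT library (4.37 kb) and without the second (6.24 kb). Of the alternatives chosen after seeing the values, genes of 5 to 60 kb (8.85 kb) came within 1.5 times both, genes of 5 to 100 kb (7.64 kb) within 1.5 times the lower end alone, and length from RPKM steps (3.93 kb) neither.

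The rate in WT was 3.07 kb/min against the paper's 2 kb/min for the lower end of its range, but the formulas differ. The value here is the gain between the lengths at 5 and 10 min, and the paper's rate matches its wave positions divided by time. On that scale, chosen after seeing the values, the 10-min length gave 2.06 kb/min, inside the paper's range of 2 to 2.4, and the 5-min length 1.06 kb/min. As a gain, of the alternatives set before the data were examined, leaving out replicate 2 (2.94), the ratio of summed RPKM (2.98) and RPKM over 2 (2.85) fell within 1.5 times the paper's lower end. Leaving out replicate 1 (3.19), 10 bins (3.10), 40 bins (3.16), no background term (-39.9) and all 4 steady-state libraries as denominator (3.41) did not. Genes of 5 to 100 kb (2.03), genes of 5 to 60 kb (1.81) and length from RPKM steps (2.74) did, and were chosen after seeing the values. For the upper end of 2.4 kb/min, the main value and all these alternatives but the fit without a background term fell within 1.5 times.

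Steady-state genes past 1.5-fold numbered 818 higher and 238 lower, against the paper's 679 and 198, which is within 1.5 times. With a pseudocount of 0.1 added to each mean, an alternative set before the data were examined, they were 679 and 198, the paper's values.

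The paper states that nascent RNA at 10 min of recovery is lower in null cells between 5 and 10 kb from the start of genes. Its profile runs along EloA-bound genes longer than 30 kb and was not analysed here, so the following ratios do not test it. In whole genes of 5 to 10 kb expressed in both tables, RPKM was 1.69 of the steady-state RPKM in WT. It was 1.80 in the libraries labelled EloA null. With genes chosen by steady-state expression alone, a set chosen after seeing the values, the ratios were 1.69 and 1.56 in the WT libraries. They were 1.75 and 1.56 in the others, a gap within the spread between replicates. The paper also reports no larger loss toward the end of genes in steady state. The density along genes was not analysed here. Long genes against short genes changed by -0.22 on the log2 scale, and by -0.05 (SD 0.0624) with the GC trend removed.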

Other observations

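All tests of explanations in this part were chosen after the results were seen.

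The change in the libraries labelled EloA null rose with GC content in steady state and at 10 min. Slopes were taken over genes outside chromosome 14 with at least 100 reads. The slope of log2 RPKM per 10% GC was -0.081 and -0.19 (-0.186) in the steady-state WT libraries. In those labelled EloA null the slope was 0.045 and 0.22, a change of 0.27 (two-sided exact permutation p = 0.333). It was 0.28 at 10 min (two-sided exact permutation p = 0.333) and 0.030 at 5 min (two-sided exact permutation p = 1). Gene length is excluded as the whole cause, since the steady-state change within classes of length was at least 0.24 (0.236). Slopes of the 2 libraries of 1 genotype differed by up to 0.22 (0.222), so GC content handled differently from library to library may contribute. That and an effect of the loss of EloA on GC-rich genes cannot be told apart with 2 libraries per group.

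Long genes were lower against short genes in steady state by a log2 change of -0.22. Few reads and chromosome 14 are excluded as the whole cause (-0.222 with at least 20 reads, -0.219 without chromosome 14). GC content is a candidate explanation, as -0.05 (-0.0507) was left once its trend was removed. Within classes of GC content split at 42%, 46% and 50%, the change was -0.058, -0.075, -0.085 and -0.097. These values have no SD, so whether GC content is the whole cause stays open. At 10 min the change was -0.31, and between -0.195 and -0.176 within the classes of GC content. It stayed past the spread with the GC trend removed (-0.12, or -0.121, SD 0.0104), with at least 20 reads (-0.318) and without chromosome 14 (-0.309), so none of these is the whole cause. Divided by the steady-state values it was -0.09 (-0.0947, SD 0.0731, two-sided exact permutation p = 0.667). Slower elongation after release and a carry-over of the steady-state difference cannot be told apart with 2 libraries per group.

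At 5 min of recovery the ratio to steady state rose with length in genes over 60 kb. The log2 ratio of genes over 300 kb to genes of 40 to 60 kb was 2.02 to 2.56 over the 4 libraries, and 0.10 to 0.36 at 10 min. Among genes of 42 to 46% GC the lowest value was 2.07, and among genes with at least 100 reads 1.97, which excludes GC content and few reads as the whole cause. Polymerases already far into long genes when the drug was added could give this pattern, which has the lowest value of 2.02 in WT.

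Few reads alone do not account for the genes past 1.5-fold in steady state. With at least 20 reads 609 genes passed, against 86 and 29 between mixed pairs of libraries. With the GC trend and chromosome 14 removed as well it was 265 genes, against 65 and 21.

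Of the genes past 1.5-fold in steady state, 75.7% of 597 changed the same way at 5 min and 84.6% of 766 at 10 min, where mixed pairs of libraries gave 55.1% and 57.3%, and 59.1% and 50.9%. The shares were 70.0% and 81.2% without chromosome 14, and 91.9% and 98.5% with at least 20 reads. Among higher and lower genes they were 77.7% and 70.1% at 5 min, and 90.0% and 64.4% at 10 min. In the fit of all 12 libraries, 69 genes passed in all 3 tables, 51 higher and 18 lower, each in 1 direction throughout, and 36 of them lie on chromosome 14.

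The log2 fold change of Eloa was 0.95 at 5 min (RPKM 2.89 in WT and 5.69 in the libraries labelled EloA null, limma adjusted p = 0.249) and 0.67 at 10 min (5.58 and 8.83, limma adjusted p = 0.176). The other 10 genes that the paper names ranged from -0.17 (Hist1h1c) to 0.50 (Hist1h3c) in steady state, -0.98 (Hist1h4b) to 0.12 (Tet2) at 5 min and -0.75 (Hist1h4b) to 0.29 (Rn45s) at 10 min. For these, 0 passed limma when adjusted over the list alone, and 0, 2 and 1 had an unadjusted p under 0.05. Histone genes and Rn45s have many similar copies, so their values are uncertain. The 12 genes of the EloA complex and its partners ranged from -0.22 (Cdc73) to 0.33 (Paf1), -0.29 (Chd1) to 0.35 (Elob) and -0.31 (Chd1) to 0.45 (Elob). Here 0 passed when adjusted over the list alone, and 1, 0 and 3 had an unadjusted p under 0.05.

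No marker list passed camera or fry within a table. In steady state the median log2 change was 0.02 for feeder fibroblasts (5 of 20 genes expressed, camera adjusted p = 0.904), 0.33 for neural cells (4 of 10, 0.276), 0.13 for pluripotency (14 of 15, 0.276), 0.02 for stress (10 of 16, 0.947) and -0.09 for the Y chromosome (3 of 4, 0.276). At 5 min it was -0.25 for feeder fibroblasts, -0.21 for pluripotency, 0.02 for stress and 0.07 for the Y chromosome, with camera adjusted p of at least 0.218. At 10 min it was -0.05, -0.04, 0.06 and -0.14, with camera adjusted p of at least 0.448. The smallest fry adjusted p in the 3 tables was 0.162, 0.200 and 0.823. The endoderm, 2-cell-like and X inactivation lists had fewer than 3 expressed genes, as did the neural list in recovery. In the interaction test the feeder, stress and Y lists were not called (-0.11, -0.33 and 0.16 at 5 min; 0.06, 0.10 and 0.12 at 10 min). For stress at 5 min the adjusted p was 0.103 with camera and 0.0558 with fry.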
